# Proton Therapy and Src Family Kinase Inhibitor Combined Treatments on U87 Human Glioblastoma Multiforme Cell Line

**DOI:** 10.3390/ijms20194745

**Published:** 2019-09-24

**Authors:** Francesco P Cammarata, Filippo Torrisi, Giusi I Forte, Luigi Minafra, Valentina Bravatà, Pietro Pisciotta, Gaetano Savoca, Marco Calvaruso, Giada Petringa, Giuseppe A. P. Cirrone, Anna L Fallacara, Laura Maccari, Maurizio Botta, Silvia Schenone, Rosalba Parenti, Giacomo Cuttone, Giorgio Russo

**Keywords:** glioblastoma multiforme, proton therapy, combined treatments, gene signatures

## Abstract

Glioblastoma Multiforme (GBM) is the most common of malignant gliomas in adults with an exiguous life expectancy. Standard treatments are not curative and the resistance to both chemotherapy and conventional radiotherapy (RT) plans is the main cause of GBM care failures. Proton therapy (PT) shows a ballistic precision and a higher dose conformity than conventional RT. In this study we investigated the radiosensitive effects of a new targeted compound, SRC inhibitor, named Si306, in combination with PT on the U87 glioblastoma cell line. Clonogenic survival assay, dose modifying factor calculation and linear-quadratic model were performed to evaluate radiosensitizing effects mediated by combination of the Si306 with PT. Gene expression profiling by microarray was also conducted after PT treatments alone or combined, to identify gene signatures as biomarkers of response to treatments. Our results indicate that the Si306 compound exhibits a radiosensitizing action on the U87 cells causing a synergic cytotoxic effect with PT. In addition, microarray data confirm the SRC role as the main Si306 target and highlights new genes modulated by the combined action of Si306 and PT. We suggest, the Si306 as a new candidate to treat GBM in combination with PT, overcoming resistance to conventional treatments.

## 1. Introduction

Glioblastoma multiforme (GBM) is a central nervous system tumor classified as grade IV of high-grade malignant gliomas (HGG), according to the World Health Organization (WHO) guidelines [1]. GBM belongs to the group of diffuse astrocytic and oligodendroglial tumor, joining oligodendrocytomas, ependymomas, and mixed gliomas, under the glioma classification [2]. According to the ASTRO guidelines statements, the current standard care for GBM is surgical resection to the feasible extent, followed by conventional radiotherapy (RT) of 60 Gy delivered by fractions of 2 Gy, up to seven weeks. Moreover, chemotherapy is concurrent to RT with daily temozolomide (TMZ) administration [3,4,5]. These treatment modalities are not currently curative and the resistance to both chemotherapy and RT plans is the main cause of GBM care failures (the median survival time is 14.6 months) [6]. Moreover, the percentage of relapses and side effects post TMZ and RT treatments is more than 90% [7]. More precisely, even if the application of TMZ has significantly improved clinical GBM outcomes, cases of drug resistance related to the activity of the enzyme methyl guanine methyl transferase (MGMT) have been observed [8]. The hypermethylation of its promoter, is indeed associated with a better survival rate in patients receiving TMZ with or without RT [9]. In addition, the dose release onto healthy brain tissue or surrounding organs at risk during irradiation may, substantially, contribute to late tissue toxicities, such as radionecrosis and neurocognitive dysfunction, because of their limited dose tolerance.

In recent years, different dose fractionation schedules have been improved to have a better prognosis, avoiding the large side effect even in case of focal re-irradiation of recurrences. In this scenario, proton therapy (PT) could be used as a successful strategy for GBM treatment, being able to regulate the balance between tumor control and the normal tissue tolerance [10,11,12,13,14]. In particular, when heavy particles cross the tissues, they deposit a minimal radiation dose on their track to the tumor. The depth-dose distribution, described by the Bragg peak trend, gradually increases as a function of the depth. So, the so-called spread-out Bragg peak (SOBP) lead to a complete irradiation of the target volume and a more conformal dose distribution, sparing the surrounding healthy tissues from damage [15,16]. This specific dose distribution curve represents a key topic for GBM tumor treatments in which the sparing of healthy tissue is a key factor for the patient’s quality of life. Therefore, there is a robust scientific rationale motivating the need to enlarge studies that guide towards new clinical trials for PT combined with targeted therapy rather than conventional RT with photons or electrons [17,18].

Today, in the context of personalized medicine, prognostic and predictive molecular biomarkers are useful to select cancer therapeutic planning [19,20]. A critical point in RT success is the prediction of cancer radiosensitivity. At the molecular level, the idea that genes may behave as biomarkers of a disease response represents the base for the development of gene signatures, to predict response to cancer radiation treatments [21]. Several genes have been shown to be responsive to radiation exposure and thanks to the use of high-throughput technologies, such as gene expression profiling (GEP) by microarray, radiosensitivity assays have been developed with gene signatures predicting radioresponse in many cancer types, including GBM [22]. However, the response to radiation is highly cell-line dependent and some specific genes and pathways may be linked both to tumor subtypes and dose delivered [23,24,25].

Actually, few published studies have evaluated the effectiveness of radiosensitizing agents combined with PT in GBM and none of them consider genes and response pathways induced by RT. Most studies have demonstrated that different genetic pathways and molecular features can provide reliable prognostic biomarkers, overlooking the treatment responses and predictive outcomes. However, according to WHO guidelines, IDH1/IDH2 gene status distinguishes a more radioresistant tumor type (primary GBM, IDH-wild type) from a more sensitive one (secondary GBM, *IDH-mutant*). IDH mutation is correlated with epigenetic modifications of the MGMT gene and assumes a prognostic value together with other biomarkers such as, the presence of LOH 10q, epidermal growth factor receptor (EGFR) amplification, p16^INK4a^ deletion, TP53 mutation, PTEN mutation, and the co-deletion of 1p/19q [26,27,28].

Based on this evidence, a large group of molecularly targeted agents have been designed, but none of them seem to overcome tumor radioresistance [29]. Previous studies support an involvement of the SRC-family protein kinases in the irradiation induction of radioresistance mechanisms. SRC protein is a non-receptor tyrosine kinase that interacts with many intracellular proteins involved in GBM carcinogenesis and progression. In addition, in vitro and in vivo studies confirmed the correlation between SRC activity and GBM carcinogenesis. [30].

In this work we analyzed the GEP on the U87 MG human glioblastoma cell line after treatment with PT alone or in combination with a new targeted compound, named Si306 (Lead Discovery Siena, Siena, Italy), inhibiting SRC proteins. The Si306 molecule is a new TKI, chosen among the family of pyrazolo[3,4-d] pyrimidines, that exhibited the ability to specifically bind the ATP site of SRC protein, making it inactive. Furthermore, previous in vitro and in vivo studies have shown that the Si306 determines a significant reduction of the β-PDGFR active phosphorylated form and a greater loss of the migratory ability in GBM cells stimulated by Epidermal Growth Factor (EGF). In addition, the antiproliferative effect of Si306 has been tested in association with conventional RT treatments both in vitro and in vivo [31].

Here, in order to clarify the Si306 activity in GBM cells exposed to PT, we firstly evaluated radiosensitive effects of different amounts of the Si306 compound on the U87 cell line in combination with PT exposed at the doses of 1, 2, 3, 4, 10, and 21 Gy. Clonogenic assay and dose modifying factor (DMF) calculations were performed. We also analyzed the U87 cell radiosensitivity by applying the radiobiological linear-quadratic (LQ) model and calculated the α, β, and $\frac{\alpha }{\beta }$ ratio, commonly used to predict radiosensitivity of normal and tumor cells [32].

In addition, at molecular level we selected 2 and 10 Gy of proton radiation doses combined with the Si306 to evaluate GEP induced responses, by using whole genome cDNA microarray. We described networks and specific gene signatures of response to both treatments, highlighting for the first time, the cell pathways induced by Si306.

## 2. Results

### 2.1. IC50 Determination

In order to evaluate cytotoxicity ability of Si306 in term of concentration that determined the 50% of growth inhibition (IC_50_), U87 cells were incubated with Si306 at increasing concentrations of 0.1, 1.0, 10, and 100 μM for 24, 48, and 72 h under normal cell culture conditions. Cell numbers and viability were evaluated and the IC_50_ values calculated at each time points (Table 1).

### 2.2. Cell Radiosensitization Following Combined Treatments with Protons and Si306

To evaluate the radiosensitizing ability of Si306 compound, we investigated the combined effects of this molecule on U87 cells exposed to different proton doses (1, 2, 3, 4, 10, and 21 Gy). Surviving fraction values, obtained by clonogenic assay, after irradiation with protons alone or after pretreatment with 10 and 20 µM Si306, are shown in Table 2. These surviving fraction (SF) values were plotted to obtain dose-response curves with the exception of the 10 Gy and 21 Gy doses because of the lack of LQ model validity at high doses (Figure 1). We then calculated the DMF, which represents the relative reduction of dose to be delivered following a combined treatment with Si306 to get the isoeffect of SF = 0.5 compared to radiation treatment without modification. The DMF values were 1.09 (10 µM of Si306) and 1.21 (20 µM of Si306), showing a radiosensitive effect at both concentrations (Table 3).

### 2.3. LQ Model

We calculated LQ parameters α and β of U87 cells, which provided information about the intrinsic cell radiosensitivity. Together with $\frac{\alpha }{\beta }$ ratio they have a pivotal role for a reliable estimation of radiation response, although most of the studies reported a large heterogeneity in LQ parameters and limited data is published about PT [33,34]. The U87 fitted survival curve, generated after only protons administration, gives us the values of 0.292 Gy^-1^ for α and of 0.010 Gy^−2^ for β, that result in an $\frac{\alpha }{\beta }$ ratio of 28.6 Gy (Table 4).

The higher $\frac{\alpha }{\beta }$ ratio showed, when the Si306 is added, especially at higher concentrations, determines a more linear cell survival as reasonably expected and demonstrates the molecule radiosensitivity role. Moreover, the shape variations at the origin of survival curves are linked with the DMF values. Other points are evident for the relationship between the LQ parameters and survival curve. Si306 affects substantially the linear component (α), whereas the quadratic component (β) is slightly decreased at higher concentrations. These results can be interpreted according to the LQ model, in which the cell death is lead, in our case, to the greater accumulation of lethal lesions. The use of Si306, both at concentrations of 10 and 20 μM, combined with PT contributes to sensitize GBM cells to protons exposure with an increase in cell killing.

### 2.4. Gene Expression Profiles (GEP) Experiments

As a second aim of this work, here we have reported GEP data obtained applying a Two-Color cDNA Microarray-Based Gene Expression Analysis (Agilent technologies) on U87 cells exposed to PT, with or without 10 µM Si306 compound. 

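For PT alone, RNA of U87 cells, a human glioblastoma line, was collected 24 h after irradiation with 2 or 10 Gy. On every array, RNA of irradiated cells labelled with Cy5 was hybridized together with RNA of untreated cells labelled with Cy3, without a dye swap. The authors deposited 6 scanner tables for U87 2 Gy and 6 for U87 10 Gy, each labelled as a biological replicate, with the intensity of both dyes at each spot and the log10 ratio computed by the scanner software. The headers of these tables name 4 arrays on 1 slide, each scanned 3 times. Over all arrays of the study, the SD across probes of the difference in log2 ratio had a median of 0.0733 between scans of 1 array, 0.106 between scans of the 2 arrays of a configuration, and 0.395 between scans of different configurations. The scans of an array were therefore averaged and counted as 1 replicate, which left n = 2 arrays for each dose. The scan labelled U87 2 Gy replicate 5 lies on an array whose other scans are labelled 10 Gy. Its SD was 0.0770 against those scans and 0.178 against the scans of the arrays of its own label. The scan labelled U87 10 Gy replicate 2 lies on an array whose other scans are labelled 2 Gy, with SDs of 0.0755 and 0.171. Both of these scans were left out. Whether the 2 arrays of a dose carry RNA of separate cultures could not be settled from the files. Background was corrected with limma's normexp method with an offset of 50, after spots that the software marked as outliers had been left out, and the log2 ratios of Cy5 to Cy3 were normalized by loess within each scan. A probe was kept when it was well above background in either channel on at least 2/3 of the arrays of 1 configuration, which held for 30199 of 41000 probes. In Cy3, between 57.4% and 60.5% of the probes were well above background in the scans used of U87 2 Gy (median 57.8%) and between 61.0% and 63.5% in those of U87 10 Gy (median 61.9%). The number of arrays limits the precision of every value, and a log2 fold change is the mean of the 2 arrays with the SE of limma's model. If the arrays of a configuration share a single culture, the SEs and p-values measure the spread between hybridizations. They would then not cover the spread between cultures, and counts of genes by p would not stand for biological replication.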

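The paper's text gives a limit of 2-fold for DEGs and names the software of the statistics, but no test, no limit on p and no normalization. A gene was taken here as a DEG when its log2 fold change was at least 1 in either direction and its adjusted p in limma was under 0.05. The model was fitted to 8 arrays with 4 residual degrees of freedom, with Benjamini-Hochberg adjustment over the genes tested in a configuration. Each gene name was represented by its brightest probe, which gave 22751 tested genes in U87 2 Gy, 22766 in U87 10 Gy, 22743 in U87 Si306 + 2 Gy and 22765 in U87 Si306 + 10 Gy. In this order, the adjusted p alone was under 0.05 for 12981, 13086, 15127 and 14185 genes, and the genes that changed by at least 2-fold all had such a p. The SD of the log2 fold changes over the tested genes was 0.267, 0.301, 0.293 and 0.263. The arrays were also scaled in other ways. The log ratio of the scanner software carries its own background correction and dye normalization. Median centring of each array in place of loess gave a median log2 fold change of all tested genes of 0.27, 0.23, 0.44 and 0.26. It leaves in place a trend with intensity that loess takes off, so that bright genes can shift by more than this median. A value of a bright gene under this scaling, also one of reversed sign, may thus reflect its intensity. A separate-channel model fits a dye effect for each probe from the intensities of each dye. It tells dye and treatment apart through intensities compared between slides, and the SD of its log2 fold changes was 1.20, 1.19, 1.24 and 1.25.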

Comparative differential gene-expression analysis revealed that multiple deregulated genes (DEG) were significantly altered, by 2-fold or greater according to the specific experimental configuration reported as follows.

In addition, as described by several authors and also by our group [35,36], we have studied GEP lists, using PubMatrix, a tool for multiplex literature mining, in order to confirm our assumptions and to test their involvement in selected queries, radiation related, to draw assumptions described in the “Discussion” section. In this way, lists of terms, such as gene names, were assigned to a genetic, biological, or clinical relevance in a flexible systematic fashion in order to confirm our hypothesis, highlighting the involvement of known and lesser known genes able to drive cell radiation responses (Table S1).

#### 2.4.1. GEP Induced by Proton Irradiation in U87 Glioblastoma Cells

Firstly, we analyzed the gene expression changes uniquely induced by protons irradiation with 2 and 10 Gy of IR doses. It should be remembered that 2 Gy is the daily dose delivered in fractionated RT treatments, so it is a dose of clinical interest, while 10 Gy represents a high dose of interest for comparisons with high-dose GEP studies of our research group [36].

In particular, U87 cell line treated with 2 Gy changed the expression levels of 936 genes (215 down regulated and 721 up regulated). On the other hand, 1018 DEGs were selected in U87 cells treated with 10 Gy and, among these, 251 were down regulated while 767 up regulated (Table 5).

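In U87 2 Gy, 167 DEGs were called, 157 up regulated and 10 down regulated, the latter 6 and 28 with each array of this configuration left out in turn. The separate-channel model moved this count the most, to 5498 DEGs of which 88 were among the 167. The log ratio of the scanner software gave 743 DEGs, 164 of them among the 167, and median centring gave 1125. The up regulated share was 94.0%, against 55.3%, 72.7% and 99.6% under these scalings. Of the 157 up regulated genes, 102 (65.0%) were measured on probes with at least 60% GC, hereafter GC-rich probes, which stood for 5.03% of the tested genes. Without GC-rich probes, 64 DEGs were called. The log2 fold changes of CDC42EP5 (2.61, SE 0.04, adjusted p = 1.17e-11) and CRTC1 (2.39, SE 0.06, adjusted p = 2.53e-10) both came from GC-rich probes and both were negative in the separate-channel model. SLC38A4 had a log2 fold change of -1.29 (SE 0.36, adjusted p = 0.00947), with -2.46 on 1 array and -0.12 on the other, and it was positive in the separate-channel model. It was no DEG without the first of these arrays. ETV3 fell by 1.16 on the log2 scale (SE 0.26, adjusted p = 0.00267), but was no DEG without 1 of its arrays, with -0.32 on the array that remained.

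**Figure D1:**
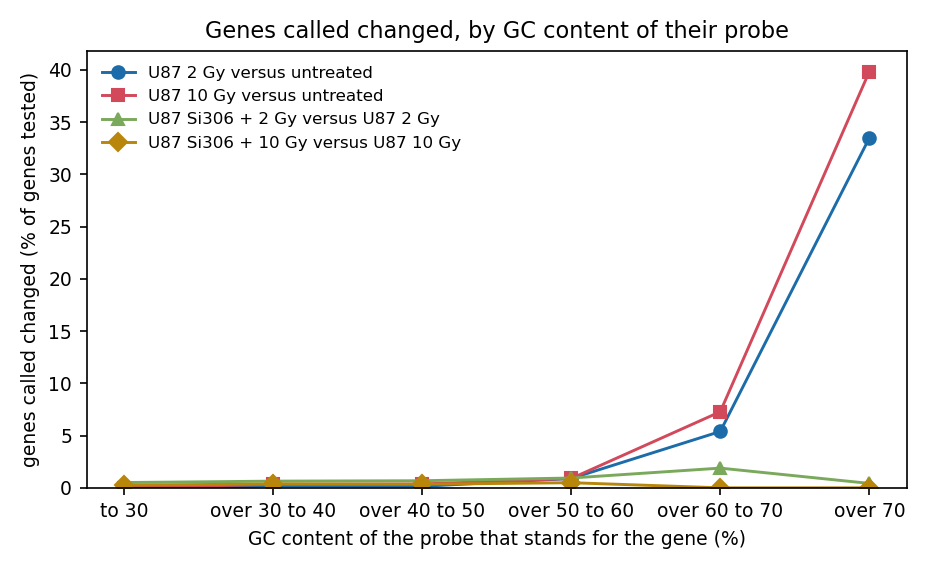
Share of tested genes called as DEGs (y axis, %) against the GC content of the probe (x axis, %), with 1 line for each configuration. Over 70% GC, 33.5% of the genes in U87 2 Gy and 39.8% in U87 10 Gy were DEGs, while no GC class of U87 Si306 + 2 Gy or U87 Si306 + 10 Gy exceeded 1.89%.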

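In U87 10 Gy, 222 DEGs were called, 189 up regulated (85.1%) and 33 down regulated. The log ratio of the scanner software gave 847 DEGs (64.8% up regulated), median centring 777 (99.6%) and the separate-channel model 5427 (55.2%). GC-rich probes measured 124 of the 189 up regulated genes (65.6%), and 99 DEGs were called without these probes. CDC42EP5 had the largest rise (3.19, SE 0.04, adjusted p = 1.05e-12), and among the other genes with high values were RKHD1 (2.99, SE 0.05, adjusted p = 2.05e-12) and CRTC1 (2.89, adjusted p = 2.77e-11), all 3 on GC-rich probes and all 3 negative in the separate-channel model. The other measured probes of RKHD1 had log2 fold changes between 0.03 and 0.06. FOS had the largest fall (-1.58, SE 0.04, adjusted p = 4.65e-11). CENPA had -1.44 (SE 0.03, adjusted p = 8.6e-11), but was positive in the separate-channel model. QKI had -1.35 (SE 0.04, adjusted p = 3.44e-10), while its other probes lay between -0.26 and 0.35.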

Deregulated transcripts obtained were grouped by using the DAVID tool [37,38] according to pathway analysis and the top-five molecular pathways selected are reported in Table 6. The analysis on DEGs induced by PT treatment with 2 Gy revealed the involvement of a set of factors controlling cellular processes, such as Hippo signaling pathway, cAMP signaling pathway, antigen processing and presentation, Wnt signaling pathway, and cell adhesion molecules (CAMs).

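Table 6 lists 56 genes for U87 2 Gy, of which 51 could be tested. Of these, 41 had an adjusted p under 0.05 and 12 were DEGs, 5 of the 12 on GC-rich probes. The gene sets behind the enrichment were not used here, so its p-values were not computed again.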

On the other hand, U87 glioblastoma cells exposed to 10 Gy of proton irradiation activate specific cell pathways as displayed in Table 6: PI3K-Akt signaling pathway, p53 signaling pathway, proteoglycans in cancer, Hippo signaling pathway, and cAMP signaling pathway. 

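For U87 10 Gy, 65 of the 72 genes listed in Table 6 could be tested. The adjusted p was under 0.05 for 56 of them and 17 were DEGs, of which 9 lay on GC-rich probes.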

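The DEGs of U87 2 Gy and U87 10 Gy had 136 genes in common, 134 up regulated at both doses and 2 down regulated at both, and 102 of the 134 lay on GC-rich probes. The scanner's log ratio gave 419 common DEGs, median centring 561 and the separate-channel model 5161. Across genes, which are not independent replicates, the log2 fold changes at the 2 doses had a correlation of r = 0.853. Both doses were compared with untreated cells. In 100 simulated draws of 2 unchanged configurations against a single control RNA, r had a mean of 0.667 and at most 1 common DEG was called. The control's error was taken from the error between these arrays, which fixes r and makes 2-fold changes rare. A control culture that differs by more was not simulated. The draws thus cannot tell how much of the overlap a shared control gives.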

Finally, the GEP lists were analyzed by Venn diagrams in order to identify the overlapping deregulated genes (537 DEGs), between the two configurations of 2 and 10 Gy assayed (Figure 2A). 

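A total of 31 DEGs were called in U87 2 Gy alone and 86 in U87 10 Gy alone. Of these, 26 and 85 had an adjusted p under 0.05 with the same sign at the other dose. The difference between the doses was tested by a contrast in limma. It had an adjusted p under 0.05 for 4753 genes, 2231 higher and 2522 lower at 10 Gy, and exceeded 2-fold for 10 of them. Among the 117 DEGs of 1 dose alone, 92 differed between the doses. With each array left out in turn, the number of differing genes lay between 2477 and 4446, and without both arrays of which a scan carries the other dose's label it was 1920. The fall of FOS (-0.86 at 2 Gy, adjusted p = 1.11e-08) was deeper at 10 Gy by a difference of -0.72 (adjusted p = 1.5e-05). Each dose lay on its own positions of the slide, and its arrays may hold RNA of a single culture.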

Some genes were specifically deregulated following the dose provided, showing a dose-dependent transcriptional response. Moreover, cells respond to radiation treatment also in a common manner with activation of common genes and pathways, as displayed in Table 6 and listed as follows: Hippo signaling pathway; cAMP signaling pathway; proteoglycans in cancer; neuroactive ligand-receptor interaction; and antigen processing and presentation. 

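Of the genes that Table 6 lists as common, 11 could be tested for Hippo signaling, 12 each for cAMP signaling, proteoglycans in cancer and neuroactive ligand-receptor interaction, and 6 for antigen processing and presentation. Hippo signaling had 8 genes up and 3 down at each dose, cAMP signaling 11 up and 1 down at 2 Gy and 10 up and 2 down at 10 Gy, and neuroactive ligand-receptor interaction the same split as cAMP signaling, and the medians of these 3 pathways were negative in the separate-channel model. For proteoglycans in cancer, 11 genes were up and 1 down at each dose, and for antigen processing and presentation 4 were up and 2 down, with positive medians in every scaling tried. The DEGs among them at 2 and 10 Gy numbered 4 and 2 for Hippo signaling, 5 and 4 for cAMP signaling, 5 and 3 for proteoglycans, 4 and 5 for neuroactive ligand-receptor interaction, and 0 and 0 for antigen processing and presentation, where limma gave an adjusted p under 0.05 for 5 and 5 genes. All DEGs of neuroactive ligand-receptor interaction lay on GC-rich probes, the largest being DRD4 with 1.78 at 2 Gy (SE 0.03, adjusted p = 2.23e-11) and 2.32 at 10 Gy (adjusted p = 1.28e-12), negative in the separate-channel model at both doses, against 0.19 and 0.12 on its other measured probe. From the genes and pathways shared by both doses, the paper states that cells respond to PT also in a common manner, beside the genes that follow the dose.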

Except for the neuroactive ligand-receptor interaction pathway, formed overall by molecules driving neuronal cell signaling, the involvement of these cellular processes in U87 cells proton exposed, has described above.

#### 2.4.2. GEP Induced by Si306 and Proton Combined Treatments in U87 Glioblastoma Cells

In a second step, we have evaluated the effect on GEPs after a combined administration of 10 µM Si306 compound and PT using the doses of 2 and 10 Gy, hereafter named as follows: U87 Si306 + 2 Gy and U87 Si306 + 10 Gy, which were analyzed in comparison to the respective samples treated with PT alone (U87 2 Gy and U87 10 Gy). 

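In the combined treatment, RNA of cells that received 10 µM Si306, an inhibitor of SRC, and PT was labelled with Cy5 and hybridized with Cy3-labelled RNA of cells that received PT alone at the same dose, so that a log2 fold change stands for the addition of Si306 to PT. The 6 scans of U87 Si306 + 2 Gy and the 6 of U87 Si306 + 10 Gy came from 4 arrays of a second slide, 2 for each configuration, and the headers and labels of these scans were in accord. RNA was again collected 24 h after irradiation. Background correction, loess, filter and model were those of PT alone. In Cy3, the probes well above background made up 54.2% to 54.9% in U87 Si306 + 2 Gy (median 54.7%) and 54.4% to 56.7% in U87 Si306 + 10 Gy (median 56.3%). Since PT alone and the combined treatment lay on separate slides, slide and Si306 cannot be told apart in a comparison between them, while each log2 fold change compares 2 RNAs on the same array.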

We selected a large amount of deregulated genes, caused by the Si306 compound addition to PT treatment: 1419 DEGs (563 down and 856 up regulated) in U87 Si306 + 2 Gy, while 969 DEGs (353 down and 616 up regulated) changed their expression levels in U87 Si306 + 10 Gy (Table 5). Thus, also for these experimental configurations, up and down regulated transcripts were grouped according to their involvement in specific biological pathways using DAVID tool [38]. 

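The addition of Si306 gave 166 DEGs in U87 Si306 + 2 Gy, 130 up regulated (78.3%) and 36 down regulated, and 85 DEGs in U87 Si306 + 10 Gy, 66 up regulated (77.6%) and 19 down regulated. The separate-channel model moved the counts the most, to 6114 and 6165, with 54.4% and 53.9% up regulated. The scanner's log ratio gave 1306 and 914 DEGs and included 160 of the 166 and all 85, and median centring gave 4203 and 1156. On GC-rich probes lay 11 of the 130 and 5 of the 66 up regulated genes. In U87 Si306 + 2 Gy, ARHGEF15 (3.00, SE 0.04, adjusted p = 1.58e-12) and CCR3 (2.68, SE 0.06, adjusted p = 7.57e-11) were among the largest rises. TNNI2 (-2.09, SE 0.04, adjusted p = 5.05e-11), which was positive in the separate-channel model and lies on a GC-rich probe, and C1S (-1.93, adjusted p = 1.19e-10) were among the largest falls. In U87 Si306 + 10 Gy, HBA1 and HBA2 rose by 3.27 (SE 0.04, adjusted p = 1.12e-12) and 3.16 (adjusted p = 1.56e-12), against 2.28 and 2.21 in U87 Si306 + 2 Gy. HBA1 lies on a GC-rich probe, and the second probe of HBA2 had 0.05 and -0.03. C10orf39 rose by 2.28 (SE 0.06, adjusted p = 1.44e-09) and C1S fell by 1.19 (adjusted p = 7.25e-09) in U87 Si306 + 10 Gy.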

The top-five statistically relevant molecular pathways of deregulated gene datasets are reported in Table 7. In particular, the Si306 + 2 Gy combined treatments deregulated the expression levels of genes controlling: Phagosome, antigen processing and presentation, cell adhesion molecules, inflammatory disease, and calcium signaling pathway.

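For U87 Si306 + 2 Gy, Table 7 lists 64 genes, 54 of which could be tested. Of these, 45 had an adjusted p under 0.05 and 7 were DEGs. In the set for inflammatory bowel disease, 4 of 12 tested genes were up and 8 down, with a median log2 fold change of -0.69 and a negative median in every scaling tried, and 4 were down regulated DEGs. These 4 are HLA class II genes that the sets for phagosome, antigen processing and presentation and cell adhesion molecules also hold.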

Some of the above described pathways were also deregulated in U87 cells exposed to Si306 + 10 Gy and following reported and listed in Table 7: Proteoglycans in cancer, leukocyte transendothelial migration, phagosome, cell adhesion molecules, and autoimmune disease. 

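Table 7 lists 46 genes for U87 Si306 + 10 Gy and 36 of them could be tested, 30 with an adjusted p under 0.05 and 6 as DEGs. Of 19 proteoglycan genes, 15 were up and 4 down with a median of 0.34, positive in every scaling tried, and DCN (1.79, SE 0.03, adjusted p = 2.89e-10) was 1 of 2 DEGs. The phagosome genes (6 up, 4 down, median 0.07) and the cell adhesion molecules (5 up, 4 down, median 0.10) turned to negative medians of -0.14 and -0.16 with median centring and also in the separate-channel model. Each of these sets held 1 up regulated DEG, TUBA8 (1.19, SE 0.04, adjusted p = 2.74e-09) and NLGN1 (1.22, adjusted p = 2.32e-09), and 2 down regulated ones. The latter 2 are the same HLA class II genes in both sets.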

Three out of the five pathways selected in U87 Si306 + 10 Gy (proteoglycans in cancer, phagosome, and cell adhesion molecules), were also deregulated in the other configurations analyzed, underling once again their interesting role in U87 cells response to radiation and/or to the Si306 molecule.

Finally, the Venn diagram shown in Figure 2B displays 552 deregulated common genes between the two configurations: U87 Si306 + 2 Gy and U87 Si306 + 10 Gy. 

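U87 Si306 + 2 Gy and U87 Si306 + 10 Gy had 48 DEGs in common, 33 up regulated in both, 14 down regulated in both and 1, TNNI2, down regulated at 2 Gy and up regulated at 10 Gy (1.44). The difference of TNNI2 between the doses was 3.53 (adjusted p = 6.27e-11). The scanner's log ratio gave 524 common DEGs, median centring 1091 and the separate-channel model 5696. A further 118 and 37 DEGs belonged to 1 configuration alone, and 113 and 34 of them had an adjusted p under 0.05 with the same sign in the other. The change with Si306 differed between the doses for 5112 genes (2281 higher and 2831 lower at 10 Gy), 39 of them by at least 2-fold. This count lay between 2436 and 5644 with each array left out in turn. Of the 155 DEGs of 1 configuration, 142 differed. Across genes, r was 0.812 between the 2 configurations.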

The top-five statistically relevant pathways selected by DAVID tool using the 552 common gene list, are displayed in Table 7, and following listed: Autoimmune disease, antigen processing and presentation, proteoglycans in cancer, apoptosis, and inflammatory bowel disease.

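The common sets of Table 7 for autoimmune disease (4 tested genes) and inflammatory bowel disease (5 tested genes) had every tested gene down in both configurations, with medians of -1.34 and -1.18 at 2 Gy and -1.17 and -0.92 at 10 Gy. Antigen processing and presentation had 1 gene up and 5 down, with medians of -1.09 and -0.82, and these 3 medians were negative in every scaling tried. The 3 sets share 4 HLA class II genes and are not independent of each other. Of 8 proteoglycan genes, 7 were up and 1 down in both configurations (medians 0.19 and 0.25), but the medians were negative in the separate-channel model (-1.32 and -1.34). Of 4 apoptosis genes, 2 were up and 2 down, CASP8 the highest with 0.81 at 2 Gy (adjusted p = 2.49e-08) and 0.46 at 10 Gy (adjusted p = 1.87e-06), and with 1.07 and 1.37 on its other probe. By the probe that stands for each gene, proteoglycans and apoptosis held 0 DEGs in either configuration, while limma gave an adjusted p under 0.05 for 7 and 8 proteoglycan genes and for 3 and 3 apoptosis genes.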

## 3. Discussion

The first purpose of this study was to evaluate the radiosensitizing effects mediated by combination of the new compound, the Si306 targeting SRC proteins, with PT on the U87 human glioblastoma cell line. The IC_50_ evaluation showed that this cell line is sensitive to treatment with the Si306 compound. Based on the IC_50_ values, we tested the radiosensitizing effect of Si306, used at concentrations of 10 and 20 μM, in combination with proton irradiation at increasing doses of 1,2, 3, 4, 10, and 21 Gy, in order to generate dose/response curves for the dose configurations tested.

The radiosensitizing effect was evaluated by calculating the DMF, obtained at the SF of 50%, in order to highlight the combined treatment capacity of enhancing tumor cells killing in respect of irradiation only [39]. Our data show that pretreatment with Si306 at both concentrations leads to a synergic cytotoxic effect with PT on the U87 cell line, further suggesting this compound as a new possible candidate to treat GBM in combination with PT. Indeed, the possibility to use drug/IR combined treatments, permits to increase the tumor control probability (TCP) even for radioresistant tumors, such as GBM. In addition, we also analyzed the U87 cell radiosensitivity by applying the radiobiological LQ model calculating the α, β parameters, and $\frac{\alpha }{\beta }$ ratio, which predict the radiosensitivity of normal and tumor cells [32]. The LQ model is considered to be the best-fitting model to describe cell survival and, therefore, is of great interest in radiation oncology to highlight the link existing between the $\frac{\alpha }{\beta }$ ratio and the following RT-induced tissue reactions [34,40,41]. The $\frac{\alpha }{\beta }$ ratio obtained on U87 cell line is in line with the $\frac{\alpha }{\beta }$ ratio calculated for a population of glioma cells reported by Barazzuol et al., who used a mathematical model to extract radiobiological information from clinical GBM patients data [42]. In addition, our results showed a higher $\frac{\alpha }{\beta }$ ratio by using combined treatments of Si306 and protons. Therefore, we speculate that the clinical effect of using combined treatments of PT/Si306 administration, with an optimized Si306 pharmacological quantity for the patients, could be translated into the possibility of modifying the PT schedule treatment. Thus, all of this gains an efficacy in TCP, by using a more tolerable fractionated PT treatment plan and a reduced total dose delivered to the tumor [43,44].

As a second aim of this work, we carried out a transcriptomic study in order to define gene signatures as biomarkers of treatment response. GEP by whole genome cDNA microarray was firstly performed to analyze the gene expression changes uniquely induced by proton irradiation with 2 and 10 Gy of IR doses, which represent two clinical doses of interest and also for comparison with high-dose GEP studies of our research group [23,24,36,45].

In particular, the treatment of U87 with 2 Gy revealed that a large number of genes were deregulated and involved in the regulation of specific cellular processes (Table 6). One of the activated pathways was the Hippo signaling pathway, an emerging growth control and tumor suppressor pathway that regulates cell proliferation and stem cell functions; the hyperactivation of its downstream effectors (such as TAZ protein, up regulated in U87 2 Gy with a fold change of 1,89) contributes to the development of cancer including GBM, suggesting that pharmacological inhibition of these factors may be an effective anticancer strategy [46,47]. In turn, in GBM cells Yang et al. recently reported that the Hippo transducer TAZ promotes cell proliferation and tumor formation through the EGFR pathway [48]. In addition, Hippo and Wnt signaling, up regulated in U87 2 Gy cells, reciprocally regulate each other’s activity through a variety of mechanisms that needs to be better clarified in GBM cells [49]. 

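Of 18 tested Hippo genes in Table 6, 13 were up and 5 down in U87 2 Gy, with a median log2 fold change of 0.15 that turned to -0.16 in the separate-channel model. Over all genes tested, 15 had an adjusted p under 0.05, as did 15 adjusted over the list alone, and since the paper chose the list on these samples the latter is not independent evidence. The array's probe named TAZ is described there as tafazzin. It changed 1.47-fold (log2 fold change 0.55, SE 0.04, adjusted p = 5.66e-07). The Hippo transducer that is also called TAZ is listed as WWTR1 in the gene table. WWTR1 had a log2 fold change of -0.09 (SE 0.04, adjusted p = 0.0590), which was 0.31 with median centring and 2.64 in the separate-channel model, and its other probes lay between -0.07 and 0.20.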

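Among 12 tested Wnt genes of Table 6, 8 were up and 4 down in U87 2 Gy (median 0.13, positive in every scaling tried), and 9 had an adjusted p under 0.05 over all genes and also adjusted over the list alone. CTNNB1, which encodes β-catenin, had a log2 fold change of 1.42 (SE 0.03, adjusted p = 5.87e-11) and 0.85 on its other probe. WNT6, a member of both pathways, had 2.28 (SE 0.04, adjusted p = 3.08e-11) on a GC-rich probe, -0.05 on its other probe and a negative value in the separate-channel model. The Hippo kinase LATS2 had the lowest value of the listed Hippo genes, -0.89 (SE 0.04, adjusted p = 9.28e-09), and was called as a DEG with the scanner's log ratio.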

As known, Wnt/β-catenin signaling plays important roles in maintaining the stemness of cancer stem cells in various cancer types and in promoting cellular invasiveness. Multimodality in vivo and in vitro studies revealed a key role of Wnt activation in GBM radiation resistance. In turn, literature data report a pivotal role of the Wnt/β-catenin signaling pathway in IR-induced invasion of U87 GBM cells, indicating that β-catenin is a potential therapeutic target for overcoming evasive radioresistance [50,51].

In U87 2 Gy the involvement of cAMP signaling pathway was also observed. 

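In U87 2 Gy, 13 of 16 tested cAMP genes were up and 3 down, with a median log2 fold change of 0.37 that became -0.32 in the separate-channel model. For 12 of them the adjusted p was under 0.05 over all genes, and for 12 adjusted over the list alone. All 6 DEGs were up regulated and 3 of them lay on GC-rich probes, the highest being GRIN2D (1.66, SE 0.04, adjusted p = 1.83e-10), which was negative in the separate-channel model.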

Existing evidence suggests that intracellular cAMP level and signaling may affect the survival of cancer cells, including resistant cancer cells to standard chemotherapeutic drugs. Suppression of the cAMP pathway is a common feature across different cancers including GBM. [52,53]. In addition, IR is known to be able to activate the transcription of genes, through the presence of cAMP responsive elements (CREs) in their promoters, in order to guide cell response and survival after radiation exposure [54].

Moreover, the activation of antigen processing and presentation pathway after proton exposure with dose of 2 Gy in GBM cells is sustained by an up regulation of genes belonging to the human leukocyte antigen (HLA) class family (probably activated by β-catenin), factors involved in antigen presentation. 

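The antigen processing and presentation genes of Table 6 were up for 6 and down for 3 of 9 tested genes in U87 2 Gy (median 0.16, positive in every scaling tried), with 0 DEGs and 7 genes with an adjusted p under 0.05 in limma over all genes and also adjusted over the list alone. Of 10 HLA class I genes, a list written from general knowledge, 10 were higher at each dose, with a median of 0.39 at 2 Gy (camera, adjusted p = 0.000279) and 0.34 at 10 Gy (adjusted p = 0.000933). HLA-B had 0.66 (SE 0.03, adjusted p = 5.78e-08) on a GC-rich probe and HLA-C 0.36 (adjusted p = 2.71e-06). For HLA class II, 9 of 15 genes were higher at 2 Gy, with a median of 0.05 (camera, adjusted p = 0.681) that was 0.53 with median centring and negative in the separate-channel model. HLA-DRA had -0.25 (SE 0.03, adjusted p = 3.47e-05), positive with median centring, and HLA-DRB1 had 0.11 (adjusted p = 0.0151), negative in the separate-channel model.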

As reported by Ghosh et al., HLA genes increasing level, often caused by a hypoxic tumor microenvironment, is associated with evasion of immune responses in cancer cells [55]. 

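In U87 2 Gy, 10 of 12 tested cell adhesion molecules listed in Table 6 were up and 2 down, with a median log2 fold change of 0.24 that was positive in every scaling tried. An adjusted p under 0.05 was reached by 11 over all genes and by 11 adjusted over the list alone. The 2 DEGs included PVR (1.16, SE 0.03, adjusted p = 5.58e-10), with 0.36 on its other probe.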

Finally, an overall activation of several cell adhesion molecules was highlighted in U87 2 Gy cells, involved in the activation of inflammation process and in the regulation of cancer invasiveness.

On the other hand, U87 cells exposed to 10 Gy of proton irradiation activate specific cell pathways, including the phosphatidylinositol-3-kinase (PI3K)-protein kinase B (Akt) signaling pathway (Table 6). 

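Of 28 tested PI3K-Akt genes, 21 were up and 7 down in U87 10 Gy, with a median log2 fold change of 0.25 that was -0.21 in the separate-channel model. Over all genes 24 had an adjusted p under 0.05, and 25 did adjusted over the list alone. All 5 DEGs were up regulated and 2 lay on GC-rich probes, among them PKN2 with the highest value (2.39, SE 0.03, adjusted p = 1.21e-12), against -0.43 and 0.21 on its other probes and a negative value in the separate-channel model.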

As known, the PI3K/AKT pathway is commonly activated in cancer initiation and progression, including GBM, as it regulates different processes, such as proliferation, apoptosis, and migration [56], therefore representing a key target for cancer therapeutics. Moreover, the activation of TP53 pathway was observed in U87 10 Gy and driven by TP53 gene that was significantly altered by 1.77-fold. 

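Of 11 tested genes of the p53 pathway, 10 were up and 1 down in U87 10 Gy, with a median log2 fold change of 0.25 that was positive in every scaling tried, 4 were up regulated DEGs, and 10 had an adjusted p under 0.05 over all genes and also adjusted over the list alone. CDKN1A had 1.19 (SE 0.03, adjusted p = 1.77e-10) and 1.33 on its other probe, against 0.38 at 2 Gy (adjusted p = 1.5e-06), though its value was negative at both doses in the separate-channel model. MDM2 had 0.10 (SE 0.04, adjusted p = 0.0443) and 0.27 on its other probe, but 0.01 with the scanner's log ratio (adjusted p = 0.957), and was negative in the separate-channel model. The highest value was that of BBC3 on a GC-rich probe (2.79, SE 0.05, adjusted p = 5.18e-12), with 0.34 to 1.21 on its other probes. In a list of p53 targets from general knowledge, 29 of 29 tested genes were higher at 10 Gy (median 0.65, camera, adjusted p = 9.30e-13) and 22 of 29 at 2 Gy (median 0.28, adjusted p = 0.00151), both reversed in the separate-channel model. The difference between the doses was 0.41 (median, 27 of 28 genes higher at 10 Gy, adjusted p = 8.52e-22).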

As described, TP53, exerts a crucial role following IR-induced DNA damage because it is able to cause cell cycle arrest, DNA repair, and apoptosis processes. Moreover, the influence of TP53 status on DNA damage repair after cell irradiation has been studied in several malignancies and also reported by our group in breast cancer cells after a high dose of electron irradiation [45,57]. Finally, in U87 10 Gy, an activation of proteoglycan signaling was observed. 

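For proteoglycans in cancer, 18 of 20 tested genes were up and 2 down in U87 10 Gy, with a median log2 fold change of 0.47 that was -0.34 in the separate-channel model. The adjusted p was under 0.05 for 19 over all genes and for 20 adjusted over the list alone, and 6 were up regulated DEGs. WNT6 had the highest value, 2.81 (SE 0.04, adjusted p = 2.55e-12) on a GC-rich probe, -0.07 on its other probe and a negative value in the separate-channel model.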

Proteoglycans are known to have many roles in tumor progression and are the main extracellular matrix (ECM) components of normal brain tissue, playing an important role in brain development; an overproduction of different molecules of this family were found in GBM cells [58,59].

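In U87 10 Gy, 10 of 14 tested Hippo genes were up and 4 down (median 0.24) and 12 of 15 tested cAMP genes were up and 3 down (median 0.36), and both medians were negative in the separate-channel model (-0.11 and -0.34). Over all genes and adjusted over the list alone, 13 Hippo and 13 cAMP genes had an adjusted p under 0.05. All 3 Hippo DEGs lay on GC-rich probes, as did all 4 up regulated cAMP DEGs, of which HCN4 was the highest (2.21, SE 0.03, adjusted p = 2.05e-12) but negative in the separate-channel model. LATS2 fell by 0.99 on the log2 scale (SE 0.04, adjusted p = 2.66e-09).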

Interestingly, in U87 10 Gy Hippo and cAMP signaling pathways were activated, as above described in U87 2 Gy configuration, underling once again the important role of these processes in GBM cells after proton exposure.

In a second step, we evaluated the GEPs induced by Si306 molecule in U87 cells irradiated with 2 and 10 Gy of proton doses and we selected a large number of deregulated genes, grouped according to their involvement in specific biological pathways (Table 7). In particular, in U87 Si306 + 2 Gy combined treatments a deregulated expression level of genes controlling phagosome was observed.

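Of 21 tested phagosome genes, 9 were up and 12 down in U87 Si306 + 2 Gy, with a median log2 fold change of -0.31 that was negative in every scaling tried. Over all genes 19 had an adjusted p under 0.05, and 20 did adjusted over the list alone. The 4 DEGs were down regulated HLA class II genes, the same as in the set for inflammatory bowel disease. HLA-DRB1 had the lowest value (-1.59, SE 0.03, adjusted p = 7.21e-11) and ITGB3 the highest (0.67, SE 0.03, adjusted p = 2.95e-08), negative in the separate-channel model, with 0.22 to 0.26 on its other probes.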

In GBM an intensive autophagic activity regulated by several signaling pathways was described [60]. As recently reported by Yasui et al., an altered autophagic flux was described in GBM cell lines exposed to 10 Gy of γ-rays. Our data also confirms this trend after proton exposure. These altered fluxes represent a useful biomarker of metabolic stress induced by IR and provide a metabolic context for radiation sensitization [61]. Here the Si306 radiosensitization effect seems to act by stressing this molecular mechanism. In addition, in U87 Si306 + 2 Gy configuration the involvement of antigen processing and presentation and cell adhesion molecules pathways were observed, similarly to that shown in U87 cells proton treated with only 2 Gy. Therefore, the Si306 treatment seems to cause an overall down regulation of HLA molecules (up regulated in U87 2 Gy), suggesting the activation of immune surveillance escaping mechanism induced by Si306 [55,62].

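Of 15 tested antigen processing and presentation genes in U87 Si306 + 2 Gy, 3 were up and 12 down (median -0.67), and of 18 tested cell adhesion molecules 6 were up and 12 down (median -0.42), with negative medians in every scaling tried. All 15 and all 18 had an adjusted p under 0.05, over all genes and also adjusted over the list alone. The first set held 2 up regulated and 4 down regulated DEGs and the second 1 and 4. The 4 down regulated DEGs are the same HLA class II genes in both sets and in those for phagosome and inflammatory bowel disease. They are thus a single signal and not separate evidence for each set. HSPA6 (1.46, SE 0.05, adjusted p = 2.21e-09) and NLGN1 (1.13, SE 0.04, adjusted p = 1.97e-09) had the highest values of the sets. In contrast to PT alone, both medians were below 0, although each stands for a comparison with another control RNA and the difference between them was not tested. The gene lists also differ, since only those for Si306 hold HLA class II genes. The RNA of U87 2 Gy was the treated RNA for PT alone and is the control here, so that a deviation of this RNA alone would give opposite signs.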

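The HLA class I genes were lower for 10 of 10 genes in U87 Si306 + 2 Gy (median -0.32, camera, adjusted p = 4.51e-05) and for 8 of 10 in U87 Si306 + 10 Gy (median -0.19, adjusted p = 0.0149), but both medians were positive with median centring and that at 10 Gy also in the separate-channel model. The HLA class II genes were lower for 14 of 15 (median -0.68, adjusted p = 4.72e-08) and 12 of 15 genes (median -0.45, adjusted p = 2.05e-06), with negative medians in every scaling tried. In U87 Si306 + 2 Gy, HLA-DPB1 had -1.49 (SE 0.04, adjusted p = 3.78e-10), HLA-DRA -1.03 (adjusted p = 9.72e-10) and HLA-B -0.75 (adjusted p = 1.93e-08), the last positive with median centring. HLA-C had -0.31 (adjusted p = 6.21e-06), also positive with median centring. In U87 Si306 + 10 Gy, HLA-DRB1 had -1.51 (adjusted p = 2.22e-10). The HLA medians were less negative at 10 Gy, by 0.23 for class I (8 of 9 genes, adjusted p = 4.39e-05) and 0.18 for class II (13 of 15 genes, adjusted p = 2.16e-05).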

The latest two pathways deregulated in U87 Si306 + 2 Gy were linked to inflammation and calcium signaling. As known, the inflammation process is often activated in cell exposed to radiation, affecting cell fate by the activation of key transcription factors (TFs), such as NF-KB and STATs (i.e., STAT1 and STAT3) [63]. 

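The arrays measured RNA, not protein. In U87 Si306 + 2 Gy, STAT3 had a log2 fold change of 0.01 (SE 0.03, adjusted p = 0.806), with -0.31 to -0.08 on its other probes, -0.06 with the scanner's log ratio and -0.77 in the separate-channel model. Of 28 interferon-stimulated genes, a list from general knowledge, 18 were lower, with a median of -0.20 (camera, adjusted p = 0.00783) that was positive in the separate-channel model and also with median centring (0.42), though there under the median of all genes (0.44).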

Interestingly, the combined Si306 + 2 Gy treatment induced a down regulation of STAT1 and STAT3 proteins. Thus, we speculate that this inhibition could promote radiation sensitivity decreasing angiogenesis and cell survival as hypothesized in other malignancies by several authors [64,65]. Indeed, a number of studies confirm that selective inhibitors of these proinflammatory pathways driven by STAT TFs, could be combined to conventional radiation or chemotherapy to increase their effectiveness [66,67].

On the other hand, the combined treatment with Si306 and 2 Gy PT seem to affect survival/death balance by modulating the intracellular calcium levels, a mechanism known to be involved in regulating IR-induced cell cycle arrest, apoptosis, and chromatin structure modifications [45,68,69].

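The tested calcium signaling genes were up for 12 of 15 and down for 3 in U87 Si306 + 2 Gy, with a median log2 fold change of 0.10 that was 0.27 with the scanner's log ratio, 0.08 with median centring and 0.00 in the separate-channel model. The set held 0 DEGs, while 8 genes had an adjusted p under 0.05 in limma over all genes and also adjusted over the list alone. CHRNA7 had the highest value, 0.52 (SE 0.05, adjusted p = 6.26e-06) on a GC-rich probe, and was called as a DEG with the scanner's log ratio.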

Some of these pathways were also deregulated in U87 cells exposed to Si306 + 10 Gy, such as: Proteoglycans in cancer, leukocyte transendothelial migration, phagosome, cell adhesion molecules, and autoimmune disease. Three of the five pathways (proteoglycans in cancer, phagosome, and cell adhesion molecules), were also deregulated in the other configurations analyzed, suggesting once again their important role in U87 cells in response to radiation and/or to Si306 molecule. The other two selected pathways in U87 Si306 + 10 Gy (i.e., leukocyte transendothelial migration and autoimmune disease), highlight the involvement of a complex immunological response induced by IR, as known from the literature, and by the Si306 compound addition, as observed in this study.

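Of 12 tested genes of leukocyte transendothelial migration, 11 were up and 1 down in U87 Si306 + 10 Gy, with a median log2 fold change of 0.36 that was positive in every scaling tried, and 10 had an adjusted p under 0.05 over all genes and also adjusted over the list alone. The single DEG of the set, named here for that reason, was CTNNB1 (1.02, SE 0.03, adjusted p = 1.99e-09), with 0.26 on its other probe. The 4 tested genes of the set for autoimmune disease, all of them HLA class II genes, were down in every scaling tried by their median and 2 were DEGs, among them HLA-DPB1 (-1.43, adjusted p = 1.37e-09).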

Finally, we reported the number of overlapping deregulated genes between the two configurations of the combined treatments, such as U87 Si306 + 2 Gy and U87 Si306 + 10 Gy (Figure 2B). The top-five statistically relevant pathways selected and displayed in Table 7, were previously described.

Summarizing, our GEP results show that combined treatments on U87 cells can activate multiple signal transduction pathways described, to our knowledge, for the first time, to be new targets of Si306. Finally, considering that the main target of Si306 is the tyrosine kinase SRC, we analyzed the known cellular target downstream to this transducer, in order to better clarify its role as molecular radiosensitizing. Thus, we observed that the combined treatment Si306 + protons (with 2 and 10 Gy) in U87 cells, is able to inhibit several signal transduction pathways, normally regulated by SRC as shown in Figure 3.

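Figure 3 names 13 genes or gene families and SRC, for which 34 members were listed and 33 could be tested, 27 of them with RNA well above background in both the treated cells and the control on at least 1 array. FOS in U87 Si306 + 10 Gy passed on 1 of 2 arrays in each dye. MAPK8 passed on 1 of 2 arrays in the control of both configurations. In each configuration, 10 of the 27 were up and 17 down. In U87 Si306 + 2 Gy, 5 up and 15 down had an adjusted p under 0.05 and 1 was a DEG. In U87 Si306 + 10 Gy these numbers were 7, 11 and 0, at an unadjusted limit on p of 0.05 also 0. The number of genes with an adjusted p under 0.05 adjusted over the list alone was 23 and 22 of the 33.

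**Figure D2:**
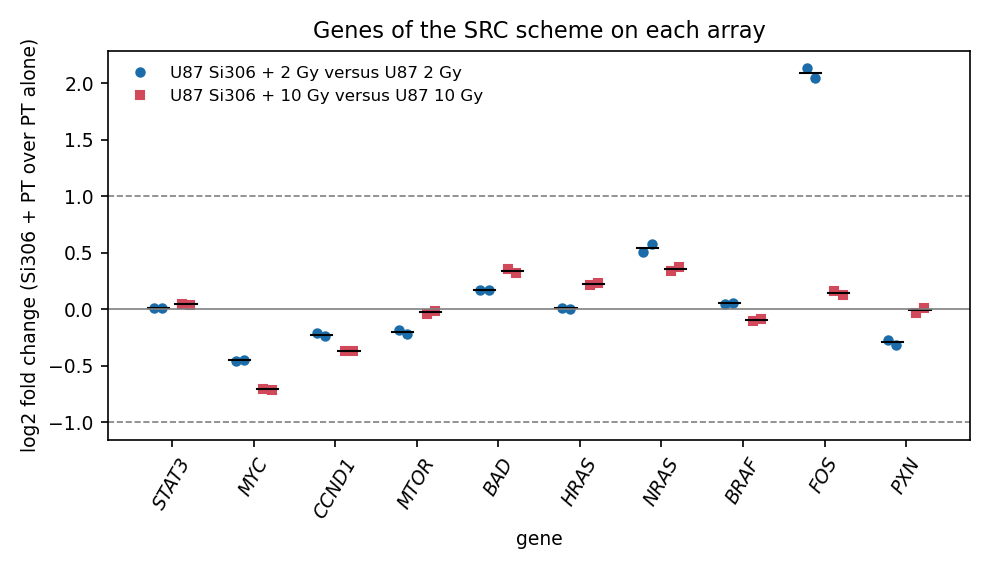
Log2 fold change on each array (y axis) for 10 genes of Figure 3 (x axis) in U87 Si306 + 2 Gy and U87 Si306 + 10 Gy, each against PT alone at the same dose. Points are the 2 arrays of a configuration, black bars their means and dashed lines a change of 2-fold, which FOS alone passes, at 2.13 and 2.05 in U87 Si306 + 2 Gy.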

In particular, the STAT1, STAT3, c-MYC, and Cyclin D1 genes, which are able to control the cell cycle, were downregulated in our analysis. 

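In U87 Si306 + 10 Gy, STAT3 had a log2 fold change of 0.04 (adjusted p = 0.30), which was -0.75 in the separate-channel model. MYC had -0.45 in U87 Si306 + 2 Gy (SE 0.03, adjusted p = 2.88e-07), positive with median centring, and -0.71 in U87 Si306 + 10 Gy (adjusted p = 2.09e-08), which was -0.03 with median centring (adjusted p = 0.645), while its other probe had 0.21 and 0.05. CCND1, the gene of Cyclin D1, had -0.23 (SE 0.03, adjusted p = 7.91e-05) and -0.37 (adjusted p = 2.14e-06), both positive with median centring but the latter (0.21) under the median of all genes there (0.26), and its other probes lay between -0.05 and 0.23.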

Cell survival was negatively regulated by the downstream PI3K, AKT, and mTOR downregulation and by the BAD upregulation. In addition, Si306 is able to cause a partial inhibition of cell proliferation, downregulating RAS and RAF gene expression. However, the MAPK and FOS genes were not targets of Si306, so these factors (up regulated in our data), were probably activated by other cellular pathways. 

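Of 5 PI3K genes well above background, 1 was up and 4 were down in each configuration, with a median log2 fold change of -0.21 at 2 Gy and -0.13 at 10 Gy. AKT1 and AKT2 were not well above background. MTOR, named FRAP1 on the array, had -0.20 at 2 Gy (SE 0.04, adjusted p = 0.000385) and -0.03 at 10 Gy (adjusted p = 0.485), both positive with median centring but that at 2 Gy (0.40) under the median of all genes there (0.44). BAD, on a GC-rich probe, had 0.17 (SE 0.03, adjusted p = 0.00111), which was -0.12 in the separate-channel model, and 0.34 (adjusted p = 7.39e-06).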

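Of the RAS genes, NRAS rose by 0.54 on the log2 scale at 2 Gy (SE 0.04, adjusted p = 2.1e-07) and by 0.36 at 10 Gy (adjusted p = 6.07e-06), and HRAS had 0.01 (adjusted p = 0.886) and 0.22 (adjusted p = 0.0001), all 4 values being negative in the separate-channel model and that of HRAS at 2 Gy also with the scanner's log ratio. Of the RAF genes, BRAF had 0.05 (adjusted p = 0.177), negative in the separate-channel model, and -0.10 (adjusted p = 0.0192), which was 0.02 with median centring, under the median of all genes there (0.26).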

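Of 7 MAPK genes well above background, 2 were up and 5 down in U87 Si306 + 2 Gy (median -0.11) and 3 were up and 4 down in U87 Si306 + 10 Gy (median -0.03). The adjusted p was under 0.05 for 1 up and 3 down at 2 Gy and for 2 up and 3 down at 10 Gy. With MAPK10 and MAPK12, which were not well above background in the treated cells or the control, the medians were -0.00 and 0.06. FOS had a log2 fold change of 2.09 in U87 Si306 + 2 Gy (SE 0.04, adjusted p = 1.6e-11), positive in every scaling tried, and 0.14 in U87 Si306 + 10 Gy (adjusted p = 0.00481), which was -1.33 in the separate-channel model. The difference between the doses was -1.94 (adjusted p = 2.87e-09). In U87 Si306 + 10 Gy, FOS was well above background on 1 of 2 arrays in each dye, which limits its value there and this difference.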

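PXN, the paxillin gene, had a log2 fold change of -0.29 in U87 Si306 + 2 Gy (SE 0.04, adjusted p = 2.65e-05) and -0.01 in U87 Si306 + 10 Gy (adjusted p = 0.799), both positive with median centring and in the separate-channel model. Its other probes lay between -0.17 and 0.64 at 2 Gy and between -0.27 and 0.43 at 10 Gy.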

Finally, Si306 is also able to negatively regulate cell motility, through the downregulation of the paxilin gene.

These data confirm the SRC role as a main target of Si306 compound and highlight the transcriptional events occurring downstream of SRC inhibition by the combined treatments. 

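RNA of SRC was not well above background in the control, so that the size and direction of its change are left open. Its log2 fold change was positive after loess in both configurations, but negative in the separate-channel model in both (-0.51 in U87 Si306 + 2 Gy and -0.45 in U87 Si306 + 10 Gy) and with median centring in the former (-0.10). The arrays hold no measure of SRC kinase activity. From the genes downstream of SRC that were lower after the combined treatments, the paper concludes that SRC is a main target of Si306 and that the transcriptional events follow its inhibition.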

The SRC blockage observed after Si306 and PT combined treatments seems to increase the single treatments effectiveness, thus promoting a radiosensitizing effect.

Today, very little data is available regarding the combination of molecularly targeted drugs and PT. Indeed, many studies debate about chemotherapeutic agents combined with high-linear energy transfer (LET) particle beams or protons for GBM treatment, overlooking the clinical perspective of target therapy [70,71].

The results obtained from this work have highlighted the radiosensitizing capacity of the Si306 targeted compound on U87 GBM cell line, acting in tandem with PT. Taking into account previously in vivo pharmacokinetic data, demonstrating that Si306 was able to reach the brain, overcoming the hurdle represented by the blood–brain barrier [31], this compound can be considered a new candidate for combined treatments of GBM. In addition, our GEP results confirm the important role of SRC as the main Si306 target and highlight new genes and pathways modulated by the combined action of Si306 and PT, which can be further explored as new radiosensitizing therapeutic targets in GBM.

## 4. Materials and Methods

### 4.1. Proton Irradiation Configuration and Cell Irradiation

The proton beam irradiation was performed at the CATANA (Centro di Adroterapia ed Applicazioni Nucleari Avanzate) facility of INFN-LNS (Catania, Italy) [72], using 62 MeV of proton beams accelerated by a cyclotron superconducting. The beamline is composed of several passive elements optimized for the clinical application: Scattering foils to spread the beam laterally, collimators to define beam profile in accordance to the tumor shape, and monitoring chambers to measure the dose delivered [73]. In order to irradiate the entire 25 cm^2^ (T25) standard tissue culture flasks, a motorized system for biological samples irradiation was used. Radiochromic film detectors were adopted to check the delivered dose and the lateral dose distribution during each irradiation. The dosimetric system was calibrated under reference conditions according to the International Atomic Energy Agency Technical Reports Series No. 398 “Absorbed Dose Determination in External Beam Radiotherapy” [74].

For combined treatments with Si306, U87 irradiations were carried out using six dose values of 1, 2, 3, 4, 10, and 21 Gy. Cell irradiations were conducted placing the cell at the middle spread-out Bragg peak, to simulate a clinical condition, with a dose rate of 15 Gy/min.

### 4.2. Cell Culture and IC50 Determination

In vitro experiments were carried out using the U87 MG human glioblastoma cell line. Cells were purchased from European Collection of Authenticated Cell Cultures (ECACC, Public Health England, Porton Down Salisbury, UK) and cultured as previously described [31]. Cells were maintained in an exponentially growing culture condition in an incubator at 37 °C in a humidified atmosphere (95% air and 5% CO_2_) and were routinely sub-cultured in T25 standard tissue culture flasks.

To calculate IC_50_ (drug concentration that determined the 50% of growth inhibition), 2.5 × 10^4^ U87 cells were plated in 12-well plates and incubated with Si306 dissolved in DMSO at increasing concentrations (0.1, 1.0, 10, and 100 μM) for 24, 48, and 72 h under normal cell culture conditions. Cell numbers and viability were evaluated using Z2 Coulter Counter (Beckman Coulter, Indianapolis, United States). IC_50_ was calculated by GraphPad Prism 6.0 software (GraphPad Software, San Diego, CA, USA) using the best fitting sigmoid curve.

### 4.3. Clonogenic Survival Assay

Forty-eight hours before irradiations U87 cells were seeded in T25 flasks and the day after were incubated with the concentrations of 10 and 20 µM of Si306, chosen on the base of IC_50_ results, for 24 h prior to radiation treatment. Cells were irradiated at subconfluence. Combined effects of Si306 and protons were evaluated by clonogenic survival assay, performed as previously described [45,57]. Briefly, after irradiation, U87 cells were detached, counted by hemocytometer and seeded into a six-well plate in triplicate at a density of 50–2000 cells per well, by plating an increasing cell quantity according to the dose delivered raising, in order to assay the SF. Colonies were allowed to grow under normal cell culture conditions for two weeks and then were fixed with 50% methanol and stained 0.5% crystal violet (both from Sigma-Aldrich, St. Louis, MO, USA). Colonies with more than 50 cells were counted manually under Olympus CK30 phase-contrast microscope (Olympus, Tokyo, Japan) and also automatically with a computer-assisted methodology [75]. The calculation of SFs in U87 cells irradiated with protons and pre-treated with Si306 were determined taking into consideration the plating efficiency (PE) for all treatment modalities based on three independent experiments.

### 4.4. The Linear-Quadratic Model

The linear-quadratic model, introduced by Kellerer and Rossi in the 1970s [32], is the most widely used model in RT, in which a lethal event is supposed to be caused by one hit due to one particle track (the linear component αD) or two particle tracks (the quadratic component $\beta D^{2}$).

The clonogenic survival data were analyzed by means of non-linear regression, which utilizes a multi-parameter equation for curves, whose form is: S(D)/S(0)=e ^(-αD-βD^2)^, so we get α[Gy^-1^] e β[Gy^-2^] with their own standard deviation.

### 4.5. Dose Modifying Factor Calculation

The parameter dose modifying factor was calculated in order to evaluate synergistic effect of protons combined with Si306 compound. This value, as the best measure of treatment effectiveness, was calculated at the SF of 50% and represents the relative dose of irradiation required to obtain the isoeffect of SF = 0.5 with radiation treatment alone in respect of combined treatments with a defined concentration of Si306 [39].

The SF data versus dose were plotted with the reported quadratic equation: $y=a+bx+cx^{2}$ where y is ln(SF) and x is the dose, considering the positive solution. The experimental samples (pretreated with 10 or 20 µM of Si306 and proton irradiated) were normalized to coefficient a of the previous equation in order to start the survival curves from the same origin. The results were achieved with the software OriginPro 8.

The SF values take into account two errors: The first was derived from the equation $y=a+bx+cx^{2}$ and was calculated using error propagation; the second was derived from ratio normalization, but negligible compared to first one.

### 4.6. Whole Genome cDNA Microarray Expression Analysis

To study molecular pathways and cell networks activated at transcriptional level in U87 cells exposed to PT, with or without Si306 compound, we performed gene expression experiments by cDNA microarray. In particular, in this work we analyzed GEP of the following configurations: (i) U87 2 Gy versus U87 untreated cells; (ii) U87 10 Gy versus U87 untreated cells; (iii) U87 2 Gy + 10 µM Si306 versus U87 2 Gy; and iv) U87 10 Gy + 10 µM Si306 versus U87 10 Gy.

RNA extraction and analyses were performed as previously described [45,57]. Microarray experiments conducted by using the protocol Two-Color Microarray-Based Gene Expression Analysis (Agilent Technologies, Santa Clara, CA, USA), statistical analyzes carried out with GeneSpring GX 10.0.2 software (Agilent Technologies), and pathway analysis conducted by using DAVID database, were performed as previously described [76].

The data showed in this work were deposited in the Gene Expression Omnibus (GEO) database (NCBI) [38] and are available by using the GEO Series accession number: GSE127989.

## 5. Conclusions

The data here described, supported by DMF calculation and LQ model analyses, indicate that a new compound, the Si306 targeting SRC protein, exerts a radiosensitizing action on the U87 MG cell line causing a synergic cytotoxic effect when combined with PT. This compound can be considered a new possible candidate to treat GBM in combination with PT. In addition, we provide for the first time a description of GEPs induced by Si306 and PT combined treatments, highlighting the modulated cellular networks and confirming the important role of SRC as the main target of the compound. Taking together our encouraging data suggest the use of Si306 compound in targeted therapies in tandem with PT, to obtain a more successful treatment modality in GBM disease.

## Figures and Tables

**Figure 1:**
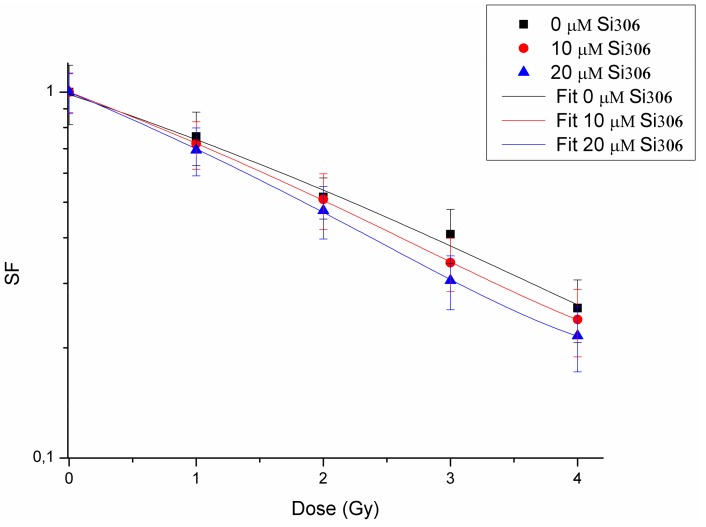
Cell survival curves of U87 cells. Cells treated with protons only (black line), protons plus 10 µM of Si306 (red line), and protons plus 20 µM of Si306 (blue line).

**Figure 2:**
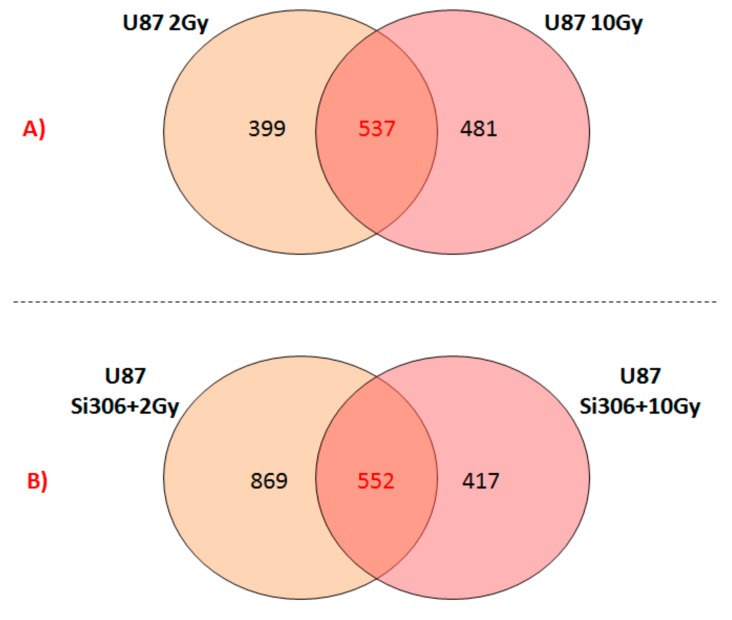
Venn diagrams showing the number of unique and shared differentially expressed genes after exposure to: (**A**) PT and (**B**) Si306 + PT combined treatments.

**Figure 3:**
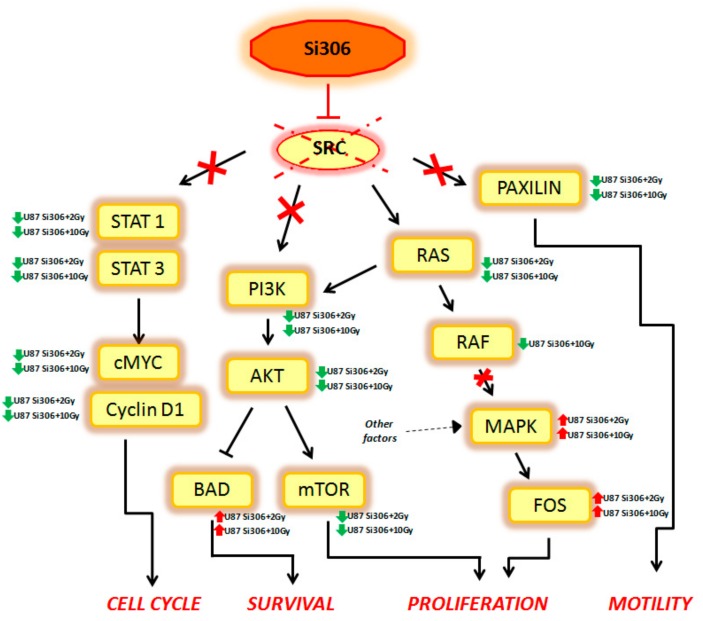
The figure displays the main targets of Si306 compound observed. The arrows define an activation and the T bars the inhibition. Red arrows define gene upregulation and green arrows gene downregulation.

**Table 1:** IC_50_ values calculated after 24, 48, and 72 h of treatment with Si306 on U87 glioblastoma cell line.

IC50	IC50	IC50
24 h	48 h	72 h
17.3 μM	6.8 μM	1.98 μM

**Table 2:** Surviving fraction (SF) values of U87 cells after irradiation with only protons and after combined treatments with 10 and 20 µM of Si306.

Dose (Gy)	SF (Only Protons)	SF (Protons + 10 µM Si306)	SF (Protons + 20 µM Si306)
0	1.000 ± 0.185	1.000 ± 0.121	1.000 ± 0.127
1	0.756 ± 0.126	0.722 ± 0.107	0.694 ± 0.104
2	0.516 ± 0.066	0.509 ± 0.088	0.474 ± 0.078
3	0.409 ± 0.069	0.342 ± 0.057	0.305 ± 0.051
4	0.257 ± 0.050	0.239 ± 0.050	0.216 ± 0.044
10	0.109 ± 0.022	0.072 ± 0.018	0.064 ± 0.018
21	0.056 ± 0.015	0.039 ± 0.009	0.035 ± 0.012

**Table 3:** Dose modifying factor (DMF) values calculated as isoeffective dose at surviving fraction of 0.5.

Treatment	SF 50% (Gy)	DMF
Protons	2.22	1
Protons + 10 μM Si306	2.03	1.09
Protons + 20 μM Si306	1.84	1.21

**Table 4:** Values of the α and β parameters estimated by fitting the cell survival to the linear-quadratic (LQ) model.

Treatment	α (Gy-1)	β (Gy-2)	α/β (Gy)
Proton	0.292 ± 0.036	0.010 ± 0.003	28.6
Proton + 10 μM Si306	0.322 ± 0.011	0.010 ± 0.003	32.2
Proton + 20 μM Si306	0.372 ± 0.018	0.004 ± 0.001	93.0

**Table 5:** Number of genes significantly deregulated by 2-fold or greater in all the configuration modalities assayed in this work.

Configuration	Number of Genes	Down	Up
U87 2 Gy versus U87 n.t	936	215	721
U87 10 Gy versus U87 n.t	1018	767	251
U87 +Si306 + 2 Gy versus U87 2 Gy	1419	563	856
U87 + Si306 + 10 Gy versus U87 10 Gy	969	353	616

**Table 6:** Top-five statistically relevant pathways activated in U87 cells exposed to proton therapy (PT).

		Pathway Name	Genes Count	%	*p* Value	Genes
2 Gy	1	Hippo signaling pathway	19	0.016	0.000255	*WNT5A*, *DVL3*, *WNT10A*, *NF2*, *FZD3*, *TCF7L2*, *LLGL1*, *LATS2*, *TP73*, *DVL1*, *CTNNB1*, *PPP1CA*, *CCND3*, *CSNK1E*, *CCND2*, *DLG4*, *PARD6G*, *WNT6*, *BMP8B*
	2	cAMP signaling pathway	18	0.015	0.012333	*FXYD2*, *HCN2*, *VAV3*, *MAP2K2*, *GRIN1*, *GRIN2A*, *ATP1A4*, *VIPR2*, *ADORA1*, *AKT1*, *ATP2B2*, *PPP1CA*, *GRIN2D*, *ABCC4*, *CALML6*, *HCN4*, *PIK3R3*, *HTR1D*
	3	Antigen processing and presentation	9	0.007	0.026474	*CIITA*, *KLRC2*, *HLA-A*, *NFYC*, *HLA-C*, *HSPA1A*, *HLA-B*, *CTSB*, *HLA-E*
	4	Wnt signaling pathway	13	0.011	0.029905	*WNT5A*, *WNT10A*, *DVL3*, *FZD3*, *TCF7L2*, *DVL1*, *CTNNB1*, *SFRP1*, *CCND3*, *CSNK1E*, *CCND2*, *NFATC2*, *WNT6*
	5	Cell adhesion molecules (CAMs)	13	0.011	0.036193	*PVR*, *LRRC4*, *ITGAL*, *CD276*, *HLA-A*, *HLA-C*, *HLA-B*, *HLA-E*, *SDC4*, *NRCAM*, *SDC1*, *ITGB8*, *CLDN1*
10 Gy	1	PI3K-Akt signaling pathway	31	0.025	0.000968	*CSH1*, *PHLPP1*, *FGF7*, *PGF*, *KITLG*, *RPS6KB2*, *BCL2L1*, *GNG8*, *AKT1*, *COL6A5*, *COL6A3*, *TEK*, *COL6A2*, *COL6A1*, *PRKAA2*, *INSR*, *GHR*, *AKT2*, *FN1*, *TNXB*, *PKN2*, *HSP90B1*, *CDKN1A*, *EIF4E*, *CCND3*, *GNB2*, *CCND2*, *ITGA5*, *VEGFA*, *MDM2*, *LAMC2*
	2	p53 signaling pathway	11	0.008	0.001175	*PPM1D*, *CDKN1A*, *CCND3*, *CCND2*, *BBC3*, *BAX*, *MDM2*, *FAS*, *GADD45B*, *SESN1*, *TP73*
	3	Proteoglycans in cancer	21	0.017	0.001320	*ERBB2*, *RPS6KB2*, *IGF2*, *FLNC*, *FLNA*, *PXN*, *CTNNB1*, *AKT1*, *WNT7B*, *SDC1*, *PPP1CA*, *CDKN1A*, *MAPK12*, *ITGA5*, *VEGFA*, *MDM2*, *FAS*, *MSN*, *WNT6*, *FN1*, *AKT2*
	4	Hippo signaling pathway	15	0.012	0.012836	*NF2*, *TEAD1*, *TCF7L2*, *LATS2*, *TP73*, *DVL1*, *CTNNB1*, *WNT7B*, *PPP1CA*, *CCND3*, *BBC3*, *CCND2*, *PARD6G*, *WNT6*, *BMP8B*
	5	cAMP signaling pathway	18	0.014	0.013410	*FXYD2*, *HCN2*, *VAV3*, *GRIN1*, *HTR4*, *ATP1A4*, *VIPR2*, *ADORA1*, *AKT1*, *ATP2B2*, *FOS*, *PPP1CA*, *SSTR1*, *GRIN2D*, *HTR6*, *ABCC4*, *HCN4*, *AKT2*
Common between 2 and 10 Gy	1	Hippo signaling pathway	12	0.018	0.001636	*PPP1CA*, *CCND3*, *NF2*, *CCND2*, *PARD6G*, *WNT6*, *TCF7L2*, *BMP8B*, *LATS2*, *TP73*, *CTNNB1*, *DVL1*
	2	cAMP signaling pathway	13	0.019	0.004726	*HCN2*, *FXYD2*, *VAV3*, *GRIN1*, *ATP1A4*, *VIPR2*, *ADORA1*, *AKT1*, *ATP2B2*, *PPP1CA*, *GRIN2D*, *ABCC4*, *HCN4*
	3	Proteoglycans in cancer	12	0.018	0.013466	*AKT1*, *PPP1CA*, *SDC1*, *MAPK12*, *ERBB2*, *IGF2*, *MSN*, *FLNC*, *WNT6*, *FLNA*, *PXN*, *CTNNB1*
	4	Neuroactive ligand-receptor interaction	14	0.021	0.025160	*CSH1*, *PRLHR*, *GRIN1*, *DRD4*, *ADORA1*, *VIPR2*, *NTSR2*, *CRHR2*, *CHRM3*, *GALR3*, *GRIN2D*, *GALR2*, *UTS2R*, *CHRNA1*
	5	Antigen processing and presentation	6	0.009	0.044750	*NFYC*, *HLA-C*, *HSPA1A*, *HLA-B*, *CTSB*, *HLA-E*

**Table 7:** Top-five Statistically relevant pathways activated in U87 cells pretreated with Si306 and exposed to PT.

		Pathway Name	Genes Count	%	*p* Value	Genes
2 Gy	1	Phagosome	23	0.013	0.00014	*HLA-DQB1*, *NOS1*, *HLA-DRB1*, *MRC2*, *HLA-A*, *HLA-C*, *HLA-B*, *ITGB3*, *SFTPA1*, *HLA-E*, *CLEC4M*, *FCAR*, *CD209*, *COMP*, *TUBAL3*, *HLA-DPA1*, *SCARB1*, *HLA-DPB1*, *HLA-DOA*, *TUBB1*, *ATP6V0D2*, *TUBB4A*, *HLA-DRA*
	2	Antigen processing and presentation	15	0.009	0.00017	*CIITA*, *HLA-DQB1*, *HLA-DRB1*, *HLA-A*, *HLA-C*, *HSPA1A*, *HLA-B*, *HLA-E*, *CD74*, *KIR3DL3*, *HSPA6*, *HLA-DPA1*, *HLA-DPB1*, *HLA-DOA*, *HLA-DRA*
	3	Cell adhesion molecules (CAMs)	21	0.012	0.00036	*PVR*, *HLA-DQB1*, *HLA-DRB1*, *SELL*, *CLDN5*, *HLA-A*, *NLGN1*, *CTLA4*, *HLA-C*, *HLA-B*, *HLA-E*, *CLDN15*, *ALCAM*, *NCAM2*, *SDC1*, *CD2*, *MADCAM1*, *HLA-DPA1*, *HLA-DPB1*, *HLA-DOA*, *HLA-DRA*
	4	Inflammatory bowel disease (IBD)	13	0.007	0.00041	*HLA-DQB1*, *HLA-DRB1*, *TBX21*, *RORC*, *STAT1*, *STAT3*, *IL12RB2*, *IL17A*, *IL1B*, *HLA-DPA1*, *HLA-DPB1*, *HLA-DOA*, *HLA-DRA*
	5	Calcium signaling pathway	19	0.011	0.02473	*ORAI2*, *PTGER1*, *NOS1*, *ERBB4*, *TNNC1*, *ERBB3*, *ERBB2*, *STIM2*, *OXTR*, *EDNRA*, *ATP2B2*, *P2RX1*, *CHRM3*, *LTB4R2*, *GRPR*, *CHRNA7*, *CALML6*, *PLCB2*, *CACNA1B*
10 Gy	1	Proteoglycans in cancer	22	0.019	0.000094	*NANOG*, *ERBB4*, *ROCK2*, *HCLS1*, *ERBB2*, *FASLG*, *IGF2*, *FZD3*, *HGF*, *DCN*, *ITGB3*, *MMP2*, *PXN*, *KDR*, *CTNNB1*, *SMO*, *MAPK13*, *HPSE*, *PLCG2*, *HSPB2*, *PRKACA*, *TWIST1*
	2	Leukocyte transendothelial migration	12	0.010	0.01064	*ITGAL*, *ROCK2*, *MAPK13*, *PLCG2*, *CLDN5*, *CTNND1*, *MYLPF*, *RAPGEF3*, *JAM2*, *MMP2*, *PXN*, *CTNNB1*
	3	Phagosome	14	0.012	0.01214	*HLA-DQB1*, *HLA-DRB1*, *SFTPA1*, *ITGB3*, *COLEC11*, *TUBA8*, *CD36*, *FCGR2B*, *PIKFYVE*, *TUBAL3*, *HLA-DPA1*, *HLA-DPB1*, *TUBB1*, *TUBB4A*
	4	Cell adhesion molecules (CAMs)	12	0.010	0.03671	*HLA-DQB1*, *NRCAM*, *ITGAL*, *HLA-DRB1*, *CLDN5*, *NLGN1*, *CTLA4*, *HLA-DPA1*, *HLA-DPB1*, *JAM2*, *SELE*, *PDCD1LG2*
	5	Autoimmune disease	6	0.005	0.06648	*HLA-DQB1*, *HLA-DRB1*, *CTLA4*, *FASLG*, *HLA-DPA1*, *HLA-DPB1*
Common between 2 and 10 Gy	1	Autoimmune disease	6	0.009	0.00768	*HLA-DQB1*, *HLA-DRB1*, *CTLA4*, *FASLG*, *HLA-DPA1*, *HLA-DPB1*
	2	Antigen processing and presentation	6	0.009	0.03468	*HLA-DQB1*, *HLA-DRB1*, *KIR3DL3*, *HLA-DPA1*, *HLA-DPB1*, *CD74*
	3	Proteoglycans in cancer	10	0.015	0.04961	*ERBB4*, *MAPK13*, *ERBB2*, *FASLG*, *FZD3*, *HGF*, *ITGB3*, *MMP2*, *KDR*, *TWIST1*
	4	Apoptosis	5	0.007	0.06011	*DFFB*, *CYCS*, *CASP8*, *FASLG*, *IL3RA*
	5	Inflammatory bowel disease (IBD)	5	0.007	0.06604	*HLA-DQB1*, *HLA-DRB1*, *TBX21*, *HLA-DPA1*, *HLA-DPB1*

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/19/4745/s1.

## References

[1] Hanif F., Muzaffar K., Perveen K., Malhi S.M., Simjee S.U. (2017). Glioblastoma multiforme: A review of its epidemiology and pathogenesis through clinical presentation and treatment. Asian Pac. J. Cancer Prev..

[2] Louis D.N., Perry A., Reifenberger G., Von Deimling A., Figarella-Branger D., Cavenee W.K., Ellison D.W., Ohgaki H., Wiestler O.D., Kleihues P. (2016). The 2016 World Health Organization classification of tumors of the central nervous system: A summary. Acta Neuropathol..

[3] Urbańska K., Sokołowska J., Szmidt M., Sysa P. (2014). Glioblastoma multiforme—An overview. Contemp. Oncol..

[4] Khosla D. (2016). Concurrent therapy to enhance radiotherapeutic outcomes in glioblastoma. Ann. Transl. Med..

[5] Cabrera A.R., Kirkpatrick J.P., Fiveash J.B., Shih H.A., Koay E.J., Lutz S., Reardon D.A., Petit J., Chao S.T., Brown P.D. (2016). Radiation therapy for glioblastoma: An astro evidence-based clinical practice guideline. Pract. Radiat. Oncol..

[6] Stupp R., Mason W.P., van den Bent M.J., Weller M., Fisher B., Taphoorn M.J., Belanger K., Brandes A.A., Marosi C., Bogdahn U. (2005). Radiotherapy plus concomitant and adjuvant temozolomide for glioblastoma. N. Engl. J. Med..

[7] Sherriff J., Tamangani J., Senthil L., Cruickshank G., Spooner D., Jones B., Brookes C., Sanghera P. (2013). Patterns of relapse in glioblastoma multiforme following concomitant chemoradiotherapy with temozolomide. Br. J. Radiol..

[8] Lee S.Y. (2016). Temozolomide resistance in glioblastoma multiforme. Genes Dis..

[9] Rivera A.L., Pelloski C.E., Gilbert M.R., Colman H., De La Cruz C., Sulman E.P., Aldape K.D., Bekele B.N. (2010). MGMT promoter methylation is predictive of response to radiotherapy and prognostic in the absence of adjuvant alkylating chemotherapy for glioblastoma. Neuro-oncology.

[10] Fitzek M.M., Thornton A.F., Rabinov J.D., Lev M.H., Pardo F.S., Munzenrider J.E., Hedley-Whyte E.T., Okunieff P., Braun I., Hochberg F.H. (1999). Accelerated fractionated proton/photon irradiation to 90 cobalt gray equivalent for glioblastoma multiforme: Results of a phase II prospective trial. J. Neurosurg..

[11] Mizumoto M., Tsuboi K., Igaki H., Yamamoto T., Takano S., Oshiro Y., Sugahara S., Hayashi U., Hashii H., Kanemoto A. (2010). Phase I/II trial of hyperfractionated concomitant boost proton Radiotherapy for supratentorial glioblastoma multiforme. Int. J. Radiat. Oncol. Biol. Phys..

[12] Mizumoto M., Yamamoto T., Ishikawa E., Matsuda M., Takano S., Ishikawa H., Tsuboi K., Okmura T., Sakurai H., Matsumura A. (2016). Proton beam therapy with concurrent chemotherapy for glioblastoma multiforme: Comparison of nimustine hydrochloride and temozolomide. J. Neurooncol..

[13] Matsuda M., Kohzuki H., Ishikawa E., Yamamoto T., Akutsu H., Takano S., Matsumura A., Mizumoto M., Tsuboi K. (2018). Prognostic analysis of patients who underwent gross total resection of newly diagnosed glioblastoma. J. Clin. Neurosci..

[14] Petr J., Platzek I., Hofheinz F., Mutsaerts H.J., Asllani I., van Osch M.J., Jentsch C., Maus J., Troost E.G.C., Baumann M. (2018). Effects on brain tissue volume and perfusion. Radiother. Oncol..

[15] Baumann M., Krause M., Overgaard J., Debus J., Bentzen S.M., Daartz J., Bortfeld T., Richter C., Zips D. (2016). Radiation oncology in the era of precision medicine. Nat. Rev. Cancer.

[16] Tommasino F., Durante M. (2015). Proton Radiobiology. Cancers.

[17] Combs S., Schmid T., Vaupel P., Multhoff G. (2016). Stress response leading to resistance in glioblastoma-The need for innovative radiotherapy (iRT) Concepts. Cancers.

[18] Tusuboi K. (2018). Advantages and Limitations in the Use of Combination Therapies with Charged Particle Radiation Therapy. Int. J. Part. Ther..

[19] Hirst D.G., Robson T. (2010). Molecular biology: The key to personalised treatment in radiation oncology?. Br. J. Radiol..

[20] Dalton W.S., Friend S.H. (2006). Cancer biomarkers—An invitation to the table. Science.

[21] Speers C., Pierce L.J. (2017). Molecular signatures of radiation response in breast cancer: Towards personalized decision-making in radiation treatment. Int. J. Breast Cancer..

[22] Meng J., Li P., Zhang Q., Yang Z., Fu S. (2014). A radiosensitivity gene signature in predicting glioma prognostic via EMT pathway. Oncotarget.

[23] Bravatà V., Cammarata F.P., Minafra L., Pisciotta P., Scazzone C., Manti L., Savoca G., Petringa G., Cirrone G.A.P., Cuttone G. (2019). Proton-irradiated breast cells: molecular points of view. J. Radiat. Res..

[24] Minafra L., Bravatà V., Cammarata F.P., Russo G., Gilardi M.C., Forte G.I. (2018). Radiation gene-expression signatures in primary breast cancer cells. Anticancer Res..

[25] Bravatà V., Cava C., Minafra L., Cammarata F., Russo G., Gilardi M., Forte G., Castiglioni I. (2018). Radiation-induced gene expression changes in high and low grade breast cancer cell types. Int. J. Mol. Sci..

[26] Yang P., Zhang W., Wang Y., Peng X., Chen B., Qiu X., Li W., Li G., Li S., Wu C. (2015). IDH mutation and MGMT promoter methylation in glioblastoma: Results of a prospective registry. Oncotarget.

[27] Szopa W., Burley T.A., Kramer-Marek G., Kaspera W. (2017). Diagnostic and therapeutic biomarkers in glioblastoma: Current status and future perspectives. BioMed Res. Int..

[28] Karsy M., Neil J.A., Guan J., Mahan M.A., Colman H., Jensen R.L. (2015). A practical review of prognostic correlations of molecular biomarkers in glioblastoma. Neurosurg. Focus.

[29] Sottili M., Gerini C., Desideri I., Loi M., Livi L., Mangoni M. (2016). Tumor microenvironment, Hypoxia, and Stem Cell-Related Radiation Resistance. Radiobiology of Glioblastoma: Recent Advances and Related Pathobiology; Current Clinical Pathology.

[30] Ahluwalia M., De Groot J., Liu W., Gladson C.L. (2010). Targeting SRC in glioblastoma tumors and brain metastases: Rationale and preclinical studies. Cancer Lett..

[31] Calgani A., Vignaroli G., Zamperini C., Coniglio F., Festuccia C., Di Cesare E., Botta M., Gravina G.L., Mattei C., Vitale F. (2016). Suppression of SRC Signaling Is Effective in Reducing Synergy between Glioblastoma and Stromal Cells. Mol. Cancer Ther..

[32] Chapman J.D. (2014). Can the two mechanisms of tumor cell killing by radiation be exploited for therapeutic gain?. J. Radiat. Res..

[33] Van Leeuwen C.M., Oei A.L., Crezee J., Bel A., Franken N.A.P., Stalpers L.J.A., Kok H.P. (2018). The alfa and beta of tumours: A review of parameters of the linear-quadratic model, derived from clinical radiotherapy studies. Radiat. Oncol..

[34] Bentzen S.M., Joiner M.C. (2009). The linear-quadratic approach in clinical practice. Basic Clin. Radiobiol..

[35] Becker K.G., Hosack D.A., Dennis G., Lempicki R.A., Bright T.J., Cheadle C., Engel J. (2003). PubMatrix: A tool for multiplex literature mining. BMC Bioinform..

[36] Bravatà V., Minafra L., Cammarata F.P., Pisciotta P., Lamia D., Marchese V., Petringa G., Manti L., Cirrone G.A., Gilardi M.C. (2018). Gene expression profiling of breast cancer cell lines treated with proton and electron radiations. Br. J. Radiol..

[37] Huang da W., Sherman B.T., Lempicki R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[38] Barrett T., Wilhite S.E., Ledoux P., Evangelista C., Kim I.F., Tomashevsky M., Yefanov A., Marshall K.A., Phillippy K.H., Sherman P.M. (2013). NCBI GEO: Archive for functional genomics data sets-update. Nucleic Acids Res..

[39] Medhora M., Gao F., Fish B.L., Jacobs E.R., Moulder J.E., Szabo A. (2012). Dose-modifying factor for captopril for mitigation of radiation injury to normal lung. J. Radiat. Res..

[40] Barendsen G.W. (1982). Dose fractionation, dose rate and iso-effect relationships for normal tissue responses. Int. J. Radiat. Oncol. Biol. Phys..

[41] Brenner D.J., Sachs R.K., Peters L.J., Withers H.R., Hall E.J. (2012). We forget at our peril the lessons built into the α/β model. Int. J. Radiat. Oncol. Biol. Phys..

[42] Barazzuol L., Burnet N.G., Jena R., Jones B., Jefferies S.J., Kirkby N.F. (2010). A mathematical model of brain tumors response to radiotherapy and chemotherapy considering radiobiological aspects. J. Theor. Biol..

[43] Nieder C., Baumann M. (2011). Re-Irradiation: New Frontiers, Medical Radiology.

[44] Williams M.V., Denekamp J., Fowler J.F., Steel G.G. (1985). A review of a/b ratios for experimental tumours: Implications for clinical studies of altered fractionation. Basic Clinical Radiobiology.

[45] Bravata V., Minafra L., Russo G., Forte G.I., Cammarata F.P., Ripamonti M., Messa C., Casarino C., Augello G., Costantini F. (2015). High dose ionizing radiation regulates gene expression changes in MCF7 breast cancer cell Line. Anticancer Res..

[46] Johnson R., Halder G. (2014). The two faces of Hippo: Targeting the Hippo pathway for regenerative medicine and cancer treatment. Nat. Rev. Drug Discov..

[47] Orr B.A., Bai H., Odia Y., Jain D., Anders R.A., Eberhart C.G. (2011). Yes-associated protein 1 is widely expressed in human brain tumors and promotes glioblastoma growth. J. Neuropathol. Exp. Neurol..

[48] Yang R., Wu Y., Zou J., Zhou J., Wang M., Hao X., Cui H. (2016). The Hippo transducer TAZ promotes cell proliferation and tumor formation of glioblastoma cells through EGFR pathway. Oncotarget.

[49] Bae J.S., Kim S.M., Lee H. (2017). The Hippo signaling pathway provides novel anti-cancer drug targets. Oncotarget.

[50] Kim S., Jho E.H. (2016). Merlin, a regulator of Hippo signaling, regulates Wnt/β-catenin signaling. BMB Rep..

[51] Dong Z., Zhou L., Han N., Zhang M., Lyu X. (2015). Wnt/β-catenin pathway involvement in ionizing radiation-induced invasion of U87 glioblastoma cells. Strahlenther. Onkol..

[52] Wang H., Sun T., Hu J., Zhang R., Rao Y., Wang S., Bigner D.D., Chen R., McLendon R.E., Friedman A.H. (2014). miR-33a promotes glioma-initiating cell self-renewal via PKA and NOTCH pathways. J. Clin. Invest..

[53] Daniel P.M., Filiz G., Mantamadiotis T. (2016). Sensitivity of GBM cells to cAMP agonist-mediated apoptosis correlates with CD44 expression and agonist resistance with MAPK signaling. Cell Death Dis..

[54] Meyer R.G., Küpper J.H., Kandolf R., Rodemann H.P. (2002). Early growth response-1 gene (Egr-1) promoter induction by ionizing radiation in U87 malignant glioma cells in vitro. Eur. J. Biochem..

[55] Ghosh S., Paul A., Sen E. (2013). Tumor necrosis factor α-induced hypoxia-inducible factor 1α-β-catenin axis regulates major histocompatibility complex class I gene activation through chromatin remodeling. Mol. Cell Biol..

[56] Lino M.M., Merlo A. (2011). PI3Kinase signaling in glioblastoma. J. Neurooncol..

[57] Minafra L., Bravata V., Russo G., Forte G.I., Cammarata F.P., Ripamonti M., Messa C., Candiano G., Cervello M., Giallongo A. (2015). Gene expression profiling of MCF10A breast epithelial cells exposed to IOERT. Anticancer Res..

[58] Iozzo R.V., Sanderson R.D. (2011). Proteoglycans in cancer biology, tumour microenvironment and angiogenesis. J. Cell Mol. Med..

[59] Kazanskaya G.M., Tsidulko A.Y., Volkov A.M., Kiselev R.S., Suhovskih A.V., Kobozev V.V., Grigorieva E.V., Gaytan A.S., Aidagulova S.V., Krivoshapkin A.L. (2018). Heparan sulfate accumulation and perlecan/HSPG2 up-regulation in tumour tissue predict low relapse-free survival for patients with glioblastoma. Histochem. Cell Biol..

[60] Giatromanolaki A., Sivridis E., Mitrakas A., Kalamida D., Zois C.E., Haider S., Koukourakis M.I., Piperidou C., Pappa A., Gatter K.C. (2014). Autophagy and lysosomal related protein expression patterns in human glioblastoma. Cancer Biol. Ther..

[61] Yasui L.S., Duran M., Andorf C., Kroc T., Owens K., Allen-Durdan K., Becker R., Schuck A., Grayburn S. (2016). Autophagic flux in glioblastoma cells. Int. J. Radiat. Biol..

[62] Yaghi L., Poras I., Simoes R.T., Donadi E.A., Tost J., Daunay A., Moreau P., de Almeida B.S., Carosella E.D. (2016). Hypoxia inducible factor-1 mediates the expression of the immune checkpoint HLA-G in glioma cells through hypoxia response element located in exon 2. Oncotarget.

[63] Di Maggio F.M., Minafra L., Forte G.I., Cammarata F.P., Lio D., Messa C., Bravatà V., Gilardi M.C. (2015). Portrait of inflammatory response to ionizing radiation treatment. J. Inflamm..

[64] Kim K.W., Mutter R.W., Cao C., Albert J.M., Shinohara E.T., Sekhar K.R., Lu B. (2006). Inhibition of signal transducer and activator of transcription 3 activity results in down-regulation of Survivin following irradiation. Mol. Cancer Ther..

[65] Yu H., Pardoll D., Jove R. (2009). STATs in cancer inflammation and immunity: A leading role for STAT3. Nat. Rev. Cancer..

[66] Sun Y., Cheng M.K., Thomas R.L.G., Kilian M.J., Kai B., Kriajevska M., Manson M. (2013). Inhibition of STAT signalling in bladder cancer by diindolylmethane: Relevance to cell adhesion, migration and proliferation. Curr. Cancer Drug Targets..

[67] Du Y.C., Gu S., Zhou J., Wang T., Cai H., MacInnes M.A., Chen X., Bradbury E.M. (2006). The dynamic alterations of H2AX complex during DNA repair detected by a proteomic approach reveal the critical roles of Ca(2+)/calmodulin in the ionizing radiationinduced cell cycle arrest. Mol. Cell. Proteom..

[68] Lao Y., Chang D.C. (2008). Mobilization of Ca2+ from endoplasmic reticulum to mitochondria plays a positive role in the early stage of UV-or TNFα-induced apoptosis. Biochem. Biophys. Res. Commun..

[69] Combs S.E., Bohl J., Elsässer T., Weber K.J., Schulz-Ertner D., Debus J., Weyrather W.K. (2009). Radiobiological evaluation and correlation with the local effect model (LEM) of carbon ion radiation therapy and temozolomide in glioblastoma cell lines. Int. J. Radiat. Biol..

[70] Combs S.E., Zipp L., Rieken S., Habermehl D., Brons S., Winter M., Weber K.J., Haberer T., Debus J. (2012). In vitro evaluation of photon and carbon ion radiotherapy in combination with chemotherapy in glioblastoma cells. Radiat. Oncol..

[71] Barazzuol L., Jena R., Burnet N.G., Jeynes J.C., Merchant M.J., Kirkby K.J., Kirkby N.F. (2012). In Vitro Evaluation of Combined Temozolomide and Radiotherapy Using X Rays and High-Linear Energy Transfer Radiation for Glioblastoma. Radiat. Res..

[72] Cirrone G.A.P., Cuttone G., Lojacono P.A., Lo Nigro S., Mongelli V., Patti I.V., Privitera G., Raffaele L., Rifuggiato D., Sabini M.G. (2004). A 62-MeV proton beam for the treatment of ocular melanoma at laboratori nazionali del sud-INFN. IEEE Transact. Nuclear Sci..

[73] Cirrone G.A.P., Cuttone G., Lo Nigro S., Mongelli V., Raffaele L., Sabini M.G. (2006). Dosimetric characterization of CVD diamonds in photon, electron and proton beams. Nuclear Physics B (Proc. Suppl.).

[74] Sartini L., Simeone F., Pani P., Lo Bue N., Marinaro G., Grubich A., Gasparoni F., Lobko A., Etiope G., Gapone A. (2017). Nuclear Instruments and Methods in Physics Research Section A: Accelerators, Spectrometers, Detectors and Associated Equipment. Nucl. Instrum. Methods Phys. Res. A.

[75] Militello C., Rundo L., Conti V., Minafra L., Cammarata F.P., Mauri G., Porcino N., Gilardi M.C. (2017). Area-based cell colony surviving fraction evaluation: A novel fully automatic approach using general-purpose acquisition hardware. Comput. Biol. Med..

[76] Minafra L., Porcino N., Bravatà V., Gaglio D., Bonanomi M., Amore E., Baglio M., Cammarata F.P., Russo G., Militello C. (2019). Radiosensitizing effect of curcumin-loaded lipid nanoparticles in breast cancer cells. Sci. Rep..

# Supplementary material for: Proton Therapy and Src Family Kinase Inhibitor Combined Treatments on U87 Human Glioblastoma Multiforme Cell Line
**Source:** Int J Mol Sci. 2019 Sep 24;20(19):4745. doi: 10.3390/ijms20194745
**Supplement:** Supplementary file 1

**Table S1. Pubmatrix analysis**

|              | <b>Cancer</b> | <b>Glioblastoma</b> | <b>Radiation</b> | <b>SRC</b> | <b>Ionizing<br/>Radiation</b> | <b>Apoptosis</b> | <b>Inflammation</b> | <b>DNA<br/>repair</b> | <b>DNA<br/>damage</b> | <b>Radioresistance</b> |
|--------------|---------------|---------------------|------------------|------------|-------------------------------|------------------|---------------------|-----------------------|-----------------------|------------------------|
| <b>SRC</b>   | 12616         | 201                 | 647              | 35709      | 189                           | 3226             | 1314                | 124                   | 271                   | 19                     |
| <b>STAT3</b> | 10679         | 410                 | 599              | 1139       | 135                           | 5138             | 3756                | 146                   | 314                   | 69                     |
| <b>CMYC</b>  | 456           | 6                   | 21               | 7          | 3                             | 171              | 16                  | 6                     | 16                    | 2                      |
| <b>CCND1</b> | 3607          | 52                  | 141              | 46         | 33                            | 1027             | 109                 | 96                    | 121                   | 9                      |
| <b>PI3K</b>  | 19176         | 709                 | 1215             | 1614       | 317                           | 10820            | 2866                | 471                   | 762                   | 140                    |
| <b>PDK1</b>  | 737           | 29                  | 38               | 62         | 11                            | 389              | 80                  | 9                     | 21                    | 4                      |
| <b>AKT</b>   | 37969         | 1358                | 2617             | 2886       | 783                           | 26010            | 5800                | 756                   | 1858                  | 279                    |
| <b>BAD</b>   | 7645          | 93                  | 970              | 86         | 137                           | 3893             | 1352                | 121                   | 411                   | 19                     |
| <b>MTOR</b>  | 16216         | 517                 | 959              | 344        | 202                           | 6657             | 1576                | 340                   | 663                   | 77                     |
| <b>KRAS</b>  | 11422         | 52                  | 475              | 71         | 46                            | 918              | 302                 | 459                   | 179                   | 12                     |
| <b>FOS</b>   | 5042          | 55                  | 1081             | 549        | 315                           | 1703             | 1381                | 204                   | 458                   | 6                      |
| <b>PXN</b>   | 351           | 6                   | 16               | 195        | 4                             | 75               | 28                  | 2                     | 8                     | 4                      |

How the deposited data were processed for this re-analysis (not part of the article)

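RNA of U87 cells was measured on Agilent 2-colour arrays in 4 configurations, U87 2 Gy and U87 10 Gy against untreated cells and U87 Si306 + 2 Gy and U87 Si306 + 10 Gy against PT alone at the same dose, 24 h after irradiation. Cy5 carried the treated RNA and Cy3 the control on every array. The deposited tables of the scanner software give, for each of 45015 spots, the green and red mean signal intensity, the local background and a log10 ratio that the authors' software made after its own background correction and dye normalization. The authors also deposited a series matrix, which holds that log10 ratio rounded, with a largest difference of 0.00500. Both were read, and the intensities were used here.

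The 24 tables were labelled as 6 biological replicates for each configuration, but their headers name 8 arrays scanned 3 times each. The design had foreseen 24 arrays. Because repeat scans hold the same hybridization, the scans of an array were averaged and the model was fitted to 8 arrays, 2 for each configuration. The 2 scans whose label and array disagree were left out, so that 22 scans were used. Control spots and spots marked as outliers in either channel (2.98% to 5.73% of the spots of a scan) were left out before background correction. At most 0.0115% of the spots were saturated. The red channel was well above background for 61.4% to 71.8% of the probes in scans of PT alone and for 59.9% to 64.7% in scans with Si306. The number of arrays limits the precision. Since separate cultures are not assured, the SEs and p-values may cover the spread between hybridizations alone.

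Mean signals were corrected for the median local background with the normexp method and an offset of 50, log2 ratios of Cy5 to Cy3 were normalized by loess within each scan, and spots of 1 probe were averaged. Probes were kept if well above background in either channel on at least 2/3 of the arrays of at least 1 configuration, and 22767 of 30982 gene names had such a probe. The probe with the highest mean intensity stood for its name. Names were those of the array, with current names (MTOR for FRAP1) where needed, and 14071 of the 22767 tested names were found in the table of gene symbols. Models were fitted with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 and statmod 1.5.0. The empirical Bayes prior had 6.83 degrees of freedom and an SD of 0.0546. The mean of each configuration was tested against 0 and the 2 doses against each other, with Benjamini-Hochberg adjustment over genes. Gene lists (p53 targets, G2/M genes, interferon-stimulated genes, HLA class I and HLA class II) were tested with camera at a preset correlation of 0.01 and with fry, adjusted over 20 comparisons and over 10 differences between the doses. Where the RNA of a control was not well above background, no direction of change is drawn from the ratio of a single gene, while the tallies of the sets of Tables 6 and 7 and of the gene lists count every tested gene.

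The named genes are those that the paper names in its text, Figure 3, Table 6 and Table 7, and per configuration the 5 DEGs with the largest rise and the 5 with the largest fall that changed the same way on all arrays. Transcripts that the array lists by a sequence identifier alone are not printed by name. Others are named where a count of 5 or fewer called for it. Members of the gene families of Figure 3 were listed by hand.

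The method was tested on simulated data in which 200 genes changed in each configuration. All of these changes were larger than 2-fold and on brighter probes, and no dye or GC effect of single probes was simulated. Recovery of dim genes or of changes close to 2-fold was thus not tested. The method recovered 200, 200, 199 and 200 of the changed genes, with 0 false calls, and the median ratio of estimate to truth was 0.946, 0.940 and 0.948 where it could be given. Of the genes made to differ between the doses, 394 of 394 and 394 of 396 were recovered, with 28 and 17 false calls. A list of p53 targets shifted by 0.5 was estimated at 0.45, and 1 list without a shift was called, HLA class II in U87 Si306 + 10 Gy (camera, adjusted p = 0.036). The alternatives tried were other background corrections, the scanner software's log ratio and the series matrix, median centring, a separate-channel model with a dye effect, other filters, the replicate number as a block, other ways to use the scans, single arrays left out, every probe or the mean of a gene's probes, names of the gene table, an unadjusted p, a curve on GC content and the removal of GC-rich probes. The enrichment of pathways was not computed again, and survival, IC50 and the LQ model were not analysed here. Some genes that the paper names are not reported here.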

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

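The tests of dye on the gene lists and the test of a second probe for genes on GC-rich probes were chosen after the result was seen.

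Genes on GC-rich probes, a class that the paper does not discuss, made up 102 of the up regulated DEGs in U87 2 Gy and 124 in U87 10 Gy. On the same probes, the median log2 fold change of these genes on the arrays with Si306 was -0.17 at 2 Gy and -0.16 at 10 Gy. A smooth trend with GC content is argued against as the whole cause, since 140 and 201 of the DEGs were still called with a curve on GC content taken off. A dye effect that is fixed for a probe is argued against as the whole cause, since the log2 fold changes across genes had correlations of -0.0579 at 2 Gy and -0.00692 at 10 Gy with those on the arrays with Si306, which carry the same dyes. The RNA of PT alone carries the other dye there, so that its own changes enter with opposite signs and a part from dye is not excluded. A signal of GC-rich probes that is apart from the RNA of their gene stays open. Other measured probes with less than 60% GC were available for 16 and 22 of these genes and had medians of 0.0474 and 0.0690, against 2.05 and 2.27 on the GC-rich probes, with 0 and 1 of them up by 2-fold. For up regulated DEGs on other probes, 2 of 8 at each dose were up by 2-fold on a second probe. The GC-rich probes may thus report something other than the amount of their gene's RNA, and a change of transcripts that such probes alone detect, at 2 or 10 Gy, was not tested.

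The G2/M genes, a list from general knowledge that the paper does not analyse, had a median log2 fold change of -0.60 in U87 10 Gy (28 of 30 genes lower, camera, adjusted p = 1.94e-12) and of -0.32 in U87 2 Gy (25 of 29 lower, adjusted p = 2.54e-08), though the median was positive at both doses in the separate-channel model and at 2 Gy also with median centring (0.19, under the median of all genes there, 0.27). A trend with GC content is argued against, since the median was -0.594 at 10 Gy with a curve on GC content taken off. A fixed dye effect is argued against as the whole cause, since the genes were lower at 10 Gy than at 2 Gy by a median of -0.236 (25 of 28 genes, adjusted p = 3.10e-10) with the same dyes. A response of the cell cycle to the dose could give this pattern and was not tested by other means. In U87 Si306 + 2 Gy and U87 Si306 + 10 Gy the medians were -0.25 (27 of 30 genes lower, adjusted p = 1.41e-06) and -0.21 (22 of 30 lower, adjusted p = 0.000279), both positive with median centring and in the separate-channel model.

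The p53 targets rose more at 10 Gy than at 2 Gy, by a median difference of 0.41 in limma's test of the doses, although their medians at both doses were negative in the separate-channel model. A trend with GC content is argued against, since their median at 10 Gy was 0.605 with a curve on GC content taken off. The difference of 0.415 between doses hybridized with the same dyes argues against a fixed dye effect as the whole cause. The position of the arrays follows the dose and is the same on the 2 slides. A position effect shared by the slides would by itself give a positive correlation of the differences between the doses, and across genes it was -0.0274. The RNA of PT alone enters these differences with opposite signs, so that an effect of the dose and one of position could cancel. Position is thus argued against only as the whole cause, and a part from it stays open. A response that grows with the dose could give this pattern and remains a hypothesis.

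FOS rose with Si306 at 2 Gy and not by 2-fold at 10 Gy, a difference of -1.94 between the doses, tested in limma. It was well above background on 1 of 2 arrays in each dye in U87 Si306 + 10 Gy, which limits this value. On the slide of PT alone, where the doses lie in the same positions, FOS also differed, by -0.721. Position and an effect of the dose cannot be told apart for FOS from these values, since each dose has its own positions on both slides.

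HBA1 rose by 3.27 on the log2 scale in U87 Si306 + 10 Gy, and the paper does not discuss globins. RNA from red blood cells is argued against, since HBB, an abundant globin transcript of these cells, had -0.0594 and was not well above background. Of 12 markers of red blood cells on the array, 1 other than HBA1 and HBA2 rose by 2-fold, HBD with 1.45. Of 20 marker probes, 7 were well above background in these cells. The second probe of HBA2 did not rise, so that a signal shared between HBA1 and HBA2, or with another transcript, could not be excluded, and no biological explanation was tested.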

How the results depend on the processing

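The settings set before the data were examined were no background correction, the scanner software's log ratio, the authors' series matrix, median centring, the separate-channel model, no filter, a filter on both channels, the replicate number as a block, each configuration fitted alone, an unadjusted p, every probe counted, gene names of the gene table, and each array left out in turn, and all other settings in this part were chosen after values had been seen. The results were 8 counts (DEGs, common DEGs and genes that differ between the doses), 20 medians of gene lists and 85 log2 fold changes of named genes. A count was taken to hold within a factor of 1.5, and a median or fold change to hold with the same sign and the same side of an adjusted p of 0.05.

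Without background correction, and with the conflicting scans taken with their array, all 8 counts, 20 medians and 85 fold changes held, and without a filter all of these but 1 of the fold changes. The 8 counts and 20 medians also held with every probe counted. With each array left out, the DEGs numbered 159 to 186 in U87 2 Gy (6 to 28 of them down regulated, against 10), 222 to 230 in U87 10 Gy, 154 to 176 in U87 Si306 + 2 Gy and 85 to 91 in U87 Si306 + 10 Gy. In what follows the cause was not tested, except where the setting itself tests fewer genes or uses fewer arrays or another limit on p.

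With the scanner software's log ratio, the DEGs numbered 743 in U87 2 Gy, 847 in U87 10 Gy, 1306 in U87 Si306 + 2 Gy and 914 in U87 Si306 + 10 Gy and the common DEGs 419 of PT alone and 524 with Si306. The authors' series matrix, which holds the same log ratio rounded, gave 742, 848, 1307 and 914 DEGs and 419 and 524 common DEGs. Under both, the median of HLA class II turned to -0.029 in U87 10 Gy and that of the p53 targets to -0.023 in U87 Si306 + 2 Gy, and in U87 Si306 + 2 Gy STAT3 had -0.056 and HRAS -0.025. The adjusted p was no longer under 0.05 for MDM2 in U87 10 Gy (0.010) and HLA-DRB1 in U87 2 Gy (0.069), and came to be so for WWTR1 in U87 2 Gy (-0.16) and HLA-C in U87 Si306 + 10 Gy (-0.24).

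With median centring, the DEGs numbered 1125 in U87 2 Gy, 777 in U87 10 Gy, 4203 in U87 Si306 + 2 Gy and 1156 in U87 Si306 + 10 Gy, the common DEGs 561 of PT alone and 1091 with Si306 and the genes that differed between the doses 13671 with Si306. The G2/M median turned to 0.19 in U87 2 Gy, 0.75 in U87 Si306 + 2 Gy and 0.46 in U87 Si306 + 10 Gy, that of the interferon-stimulated genes to 0.42 in U87 Si306 + 2 Gy, and that of HLA class I to 0.66 and 0.48 in U87 Si306 + 2 Gy and U87 Si306 + 10 Gy. HLA class II in U87 2 Gy (0.53) and the interferon-stimulated genes in U87 Si306 + 10 Gy (0.54) passed the limit on the adjusted p. The log2 fold changes that changed sign were in U87 Si306 + 2 Gy MYC 0.62, CCND1 0.66, MTOR 0.40, PXN 0.99, SRC -0.10, HLA-B 0.57 and HLA-C 1.19, in U87 Si306 + 10 Gy CCND1 0.21, MTOR 0.38, BRAF 0.022, PXN 0.84, HLA-B 0.29 and HLA-C 0.96 and in U87 2 Gy WWTR1 0.31 and HLA-DRA 0.35. Of these values, those of the G2/M genes in U87 2 Gy, the interferon-stimulated genes and MTOR in U87 Si306 + 2 Gy, and CCND1 and BRAF in U87 Si306 + 10 Gy stayed under the median of all genes under this scaling (0.27, 0.44 and 0.26 in the same order of configurations). With the same sign, MYC (-0.029) and SRC (0.091) in U87 Si306 + 10 Gy lost an adjusted p under 0.05, and HRAS (0.61) and BRAF (0.27) in U87 Si306 + 2 Gy came to have one. The move away from the loess value was larger for brighter genes. In U87 Si306 + 2 Gy it ran from 0.05 to 0.27 for BRAF (mean log2 intensity 8.09), from -0.45 to 0.62 for MYC (13.0) and from -0.31 to 1.19 for HLA-C (16.7). The median of all genes is therefore too low a reference for bright genes.

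In the separate-channel model, the DEGs numbered 5498 in U87 2 Gy, 5427 in U87 10 Gy, 6114 in U87 Si306 + 2 Gy and 6165 in U87 Si306 + 10 Gy, the common DEGs 5161 of PT alone and 5696 with Si306 and the genes that differed between the doses 2980 of PT alone. The p53 targets had medians of -1.55, -1.14, -1.66 and -1.74 in U87 2 Gy, U87 10 Gy, U87 Si306 + 2 Gy and U87 Si306 + 10 Gy, and the G2/M genes 0.87, 0.74, 1.03 and 1.08, all 8 with the sign reversed. The interferon-stimulated genes had 1.81, 1.66 and 1.83 in U87 2 Gy, U87 10 Gy and U87 Si306 + 10 Gy, now past the limit, and 1.55 with reversed sign in U87 Si306 + 2 Gy. HLA class II had -0.94 and -0.98 in U87 2 Gy and U87 10 Gy, and HLA class I 0.18 in U87 Si306 + 10 Gy, all reversed, and HLA class I had -0.053 in U87 Si306 + 2 Gy and no longer passed. The log2 fold changes that changed sign were in U87 Si306 + 2 Gy STAT3 -0.77, BAD -0.12, HRAS -1.97, NRAS -0.89, BRAF -1.16, PXN 0.24, SRC -0.51, TNNI2 1.66 and ITGB3 -1.32, in U87 Si306 + 10 Gy STAT3 -0.75, HRAS -1.77, NRAS -1.08, FOS -1.33, PXN 0.50, SRC -0.45 and HLA-C 0.18, in U87 2 Gy WWTR1 2.64, CDC42EP5 -1.13, CRTC1 -0.53, SLC38A4 0.65, HLA-DRB1 -0.010, CDKN1A -3.19, BBC3 -0.35, WNT6 -0.99, GRIN2D -1.13 and DRD4 -1.11 and in U87 10 Gy CDC42EP5 -0.68, RKHD1 -0.70, CRTC1 -0.15, CENPA 1.01, CDKN1A -2.60, MDM2 -1.63, WNT6 -0.55, PKN2 -0.43, HCN4 -1.85 and DRD4 -0.71. With the same sign, 5 fold changes lost an adjusted p under 0.05 and 1 came to have it.

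The replicate number as a replicate block gave 10191 genes that differed between the doses with Si306, and in U87 Si306 + 10 Gy the G2/M genes (-0.21) and HLA class I (-0.19) no longer passed. The residuals of scans with the same replicate number in different configurations had correlations of -0.245 to 0.230 (median 0.00399, 36 pairs, 2 of them over 0.1), so the numbers did not pair the scans. The 24 scans taken as separate replicates gave 10272 such genes, and -0.21 and -0.19 for the same lists, again not past the limit. In each of these settings, the adjusted p of 2 fold changes (MDM2 in U87 10 Gy and FOS in U87 Si306 + 10 Gy) was no longer under 0.05, and that of 4 came to be. The interferon-stimulated genes in U87 Si306 + 10 Gy passed at 0.027 in 3 settings, which were the array as a random block, the same with the scan as a fixed block, and each configuration fitted alone. A slide block was not run, because each configuration lies on 1 slide.

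With probes well above background in both channels, the p53 median was -0.057 in U87 Si306 + 2 Gy and HLA class I (-0.20) no longer passed in U87 Si306 + 10 Gy. An unadjusted p under 0.05 gave 7510 and 8167 genes that differed between the doses, of PT alone and with Si306. With names of the gene table, which tests fewer genes, the DEGs numbered 98 in U87 2 Gy, 121 in U87 10 Gy, 92 in U87 Si306 + 2 Gy and 46 in U87 Si306 + 10 Gy and the common DEGs 74 of PT alone and 29 with Si306. With each array left out in turn, which leaves a lone array that is assumed to vary like the others, the genes that differed between the doses numbered 2477 to 4446 of PT alone and 2436 to 5644 with Si306, the p53 median lay between -0.021 and 0.024 in U87 Si306 + 2 Gy and between -0.0098 and 0.045 in U87 Si306 + 10 Gy, and PXN between -0.033 and 0.010 in U87 Si306 + 10 Gy. The adjusted p was no longer under 0.05 for SLC38A4 (-0.12) and HLA-DRB1 (0.080) in U87 2 Gy without array 1 and array 2 in turn, for FOS (0.12) in U87 Si306 + 10 Gy without its array 1, and for BRAF (-0.092 and -0.11) in U87 Si306 + 10 Gy without either array, nor for MDM2 (0.071 and 0.14) in U87 10 Gy without either, or without either array of U87 Si306 + 10 Gy, which leaves its value (0.10) as it was.

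With normexp fitted on all spots, the DEGs numbered 78 in U87 2 Gy, 127 in U87 10 Gy, 57 in U87 Si306 + 2 Gy and 16 in U87 Si306 + 10 Gy, the common DEGs 77 of PT alone and 11 with Si306 and the genes that differed between the doses 399 of PT alone and 342 with Si306. The p53 median was -0.0034 and STAT3 -0.0012 in U87 Si306 + 2 Gy, the interferon-stimulated genes in U87 Si306 + 2 Gy (-0.054) no longer passed, and 28 of the 85 fold changes of named genes no longer had an adjusted p under 0.05, among them FOS (-0.57) in U87 2 Gy, CENPA (-0.81) and QKI (-0.77) in U87 10 Gy, and HLA-DPB1 (-0.29) in U87 Si306 + 10 Gy. Its fitted background SD was 0.898 to 1353 over 48 fits (median 644), against 0.593 to 2.02 (median 0.958) without outlier spots, and this setting, first used for all values, was replaced for that reason after its counts had been seen. Without an offset, the DEGs numbered 295 in U87 2 Gy, 415 in U87 10 Gy, 449 in U87 Si306 + 2 Gy and 347 in U87 Si306 + 10 Gy, the common DEGs 158 with Si306 and the genes that differed between the doses 2974 of PT alone and 2947 with Si306, the p53 median was -0.0052 in U87 Si306 + 10 Gy, and HRAS was -0.020 in U87 Si306 + 2 Gy.

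Without both arrays of which a scan carries the label of the other dose, 1920 genes differed between the doses of PT alone. In the second scan of each array, the p53 median was -0.016 and MTOR 0.011 in U87 Si306 + 10 Gy, and HLA class I (-0.18) no longer passed there. In the third scan, 2848 and 2735 genes differed between the doses, of PT alone and with Si306, and the interferon-stimulated genes in U87 Si306 + 2 Gy (-0.18) no longer passed. With a curve on GC content taken off, the interferon-stimulated genes had -0.0028 in U87 Si306 + 10 Gy, and STAT3 had -0.011 and HRAS -0.015 in U87 Si306 + 2 Gy. Without GC-rich probes, which tests fewer genes, the DEGs numbered 64 in U87 2 Gy and 99 in U87 10 Gy and the common DEGs 33 of PT alone, and another probe stood for WNT6 (-0.050 in U87 2 Gy and -0.070 in U87 10 Gy) and PKN2 (-0.43 in U87 10 Gy). The mean of a gene's probes gave STAT3 -0.12 in U87 Si306 + 2 Gy and -0.11 in U87 Si306 + 10 Gy, PXN 0.050 in U87 Si306 + 10 Gy, and WWTR1 0.0040 in U87 2 Gy.

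The signal over background limits these results for genes such as SRC, whose RNA was not well above background in the control and for which the direction of the change is left open.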

Differences from the paper's values

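The settings compared with the paper's counts are those set before the data were examined, 20 for each count, and tests chosen after values had been seen are named as such. A count was taken to differ when it was over 1.5 times the other, and the settings named for a count are those under which it did not differ.

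The paper reports 936 DEGs in U87 2 Gy, 721 up and 215 down regulated, against 167, 157 and 10 here. The scanner software's log ratio (743, 540 and 203) and the authors' series matrix come within 1.5 times of all 3 of the paper's counts, and median centring (1125) of the total. The paper reports 1018 DEGs in U87 10 Gy, 767 up and 251 down regulated in its text but 251 up and 767 down regulated in its Table 5, against 222, 189 and 33. By Table 5, the 189 up regulated genes would be within 1.5 times of the paper's. The scanner software's log ratio (847, 549 and 298) and the series matrix are within 1.5 times of the text's counts, and median centring is for the total (777) and the up regulated genes (774). The paper reports 1419 DEGs in U87 Si306 + 2 Gy, 856 up and 563 down regulated, against 166, 130 and 36. The scanner software's log ratio (1306 and 979) and the series matrix are within 1.5 times of the total and the up regulated genes, and no setting is for the down regulated ones (327 with the scanner software's log ratio). The paper reports 969 DEGs in U87 Si306 + 10 Gy, 616 up and 353 down regulated, against 85, 66 and 19. The scanner software's log ratio (914, 650 and 264) and the series matrix are within 1.5 times of all 3, and median centring (1156) of the total.

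The paper reports 537 common DEGs of PT alone, against 136 here. The scanner software's log ratio and the series matrix (419 each) and median centring (561) are within 1.5 times of it. The paper reports 552 common DEGs of the combined treatments, against 48 here, and the scanner software's log ratio and the series matrix (524 each) are within 1.5 times of it. No background correction, the separate-channel model, both filters, the replicate block, each configuration fitted alone, an unadjusted p, every probe counted, the names of the gene table and each array left out differ from the value in the paper's text for all 14 counts.

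Of the genes listed in Tables 6 and 7 as deregulated, 12 of 51 tested were DEGs in U87 2 Gy, 17 of 65 in U87 10 Gy, 7 of 54 in U87 Si306 + 2 Gy and 6 of 36 in U87 Si306 + 10 Gy. With the scanner software's log ratio and the series matrix, more of the tested genes were DEGs in each set of a configuration in these tables, such as 14 of 21 phagosome genes in U87 Si306 + 2 Gy against 4 here and 16 of 28 PI3K-Akt genes in U87 10 Gy against 5 here. LATS2 at both doses of PT alone and CHRNA7, ITGB3 and CASP8 in U87 Si306 + 2 Gy were DEGs under these 2 settings as well. With median centring and in the separate-channel model, some sets held more DEGs and others fewer.

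The paper gives STAT3 as down regulated with Si306, and here it had log2 fold changes of 0.01 and 0.04 at 2 and 10 Gy. It was negative at 2 Gy with the scanner software's log ratio and the series matrix (-0.06), at both doses in the separate-channel model, and, in settings chosen after seeing the values, with the mean of a gene's probes at both doses and with a GC curve (-0.01) and normexp fitted on all spots at 2 Gy. The paper gives MAPK as up regulated, and here 2 of 7 MAPK genes well above background were up and 5 down in U87 Si306 + 2 Gy. The median of all 9 tested MAPK genes there was 0.05 with median centring, under the median of all genes (0.44). The paper gives TAZ, the Hippo effector, as up regulated in U87 2 Gy. The probe named TAZ was up, but WWTR1, the gene of the Hippo transducer, had -0.09, and was positive with median centring, in the separate-channel model and, in a setting chosen after seeing the values, with the mean of a gene's probes (0.0040).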

Other observations

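The test of dye on the HLA class II genes was chosen after the result was seen.

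The correlation of log2 fold changes across genes was 0.918 to 0.962 between the 2 arrays of a configuration, 0.788 to 0.838 between arrays of the 2 doses on a slide, and -0.0690 to -0.00208 between arrays of the 2 slides. Genes are not independent replicates. For U87 Si306 + 2 Gy and U87 Si306 + 10 Gy, a dye effect that is fixed for a probe is argued against as the whole cause of the DEGs by the correlations of -0.0579 and -0.00692 with PT alone at the same dose, though the RNA of PT alone carries Cy5 on one slide and Cy3 on the other, so that its own changes enter the correlation with opposite signs. With a curve on GC content taken off, 156 and 82 of their DEGs were still called, which argues against such a trend as the whole cause. The position on the slide is argued against only as the whole cause of the genes that differ between the doses with Si306, by the correlation of -0.0274 with the differences of PT alone. There too the RNA of PT alone enters with opposite signs, so that effects of dose and position could cancel. A part of the changes could still come from dye or position, and the slide and Si306 remain confounded between PT alone and the combined treatments.

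The HLA class II genes had a median of -0.68 in U87 Si306 + 2 Gy, and of -0.708 with a curve on GC content taken off, which argues against a trend with GC content. On the arrays of PT alone at 2 Gy, with the same dyes, their median was 0.0522, which argues against a fixed dye effect as the whole cause. A loss of these transcripts with Si306 is 1 explanation that stays open, beside the slide, and was not tested by other means.

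In U87 10 Gy the HLA class II genes had a median of 0.04 (mean -0.0006, camera, adjusted p = 0.978), which was negative with the scanner software's log ratio, the series matrix and in the separate-channel model. The interferon-stimulated genes had medians of 0.05 in U87 2 Gy (adjusted p = 0.626), 0.06 in U87 10 Gy (adjusted p = 0.681) and 0.03 in U87 Si306 + 10 Gy (adjusted p = 0.626), the last negative with a curve on GC content taken off. With Si306 they were higher at 10 Gy than at 2 Gy by a median of 0.34 (27 of 28 genes, adjusted p = 6.96e-19). The p53 targets had medians of 0.02 in U87 Si306 + 2 Gy (mean -0.03, adjusted p = 0.456), negative with the scanner software's log ratio, and 0.01 in U87 Si306 + 10 Gy (adjusted p = 0.653), where camera gave the direction down, both negative in the separate-channel model. The differences between the doses had adjusted p of 0.869 for the interferon-stimulated genes (-0.01), 0.383 for HLA class I (-0.02) and 0.246 for HLA class II (-0.04) of PT alone, and with Si306 0.00625 for the G2/M genes (0.03, 20 of 28 higher at 10 Gy) and 0.246 for the p53 targets (0.01). These are camera's, while fry gave 0.00825 for HLA class I and 0.0252 for HLA class II of PT alone, 0.00438 for the p53 targets with Si306 and 0.539 for the interferon-stimulated genes of PT alone, so that camera and fry differ on the former 3. The list tests used camera with a preset correlation, and limma's fry gave an adjusted p under 0.05 for each list that camera called in a single configuration and also for the interferon-stimulated genes in U87 2 Gy, U87 10 Gy and U87 Si306 + 10 Gy, HLA class II in U87 2 Gy and the p53 targets in U87 Si306 + 2 Gy.

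Another measured probe was available for 32, 48, 25 and 12 DEGs of U87 2 Gy, U87 10 Gy, U87 Si306 + 2 Gy and U87 Si306 + 10 Gy. It had the same sign for 26, 37, 21 and 9 of them and changed by 2-fold for 3, 6, 3 and 0.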
